# The role of TEAD4 in trophectoderm commitment and development is not conserved in non-rodent mammals

**DOI:** 10.1242/dev.202993

**Published:** 2024-09-24

**Authors:** Alba Pérez-Gómez, Leopoldo González-Brusi, Inés Flores-Borobia, Beatriz Galiano-Cogolludo, Ismael Lamas-Toranzo, Julieta G. Hamze, Adolfo Toledano-Díaz, Julián Santiago-Moreno, Priscila Ramos-Ibeas, Pablo Bermejo-Álvarez

**Keywords:** Bovine, Human, Rabbit, TEAD4 KO, Trophectoderm

## Abstract

The first lineage differentiation in mammals gives rise to the inner cell mass and the trophectoderm (TE). In mice, TEAD4 is a master regulator of TE commitment, as it regulates the expression of other TE-specific genes and its ablation prevents blastocyst formation, but its role in other mammals remains unclear. Herein, we have observed that *TEAD4* ablation in two phylogenetically distant species (bovine and rabbit) does not impede TE differentiation, blastocyst formation and the expression of TE markers, such as GATA3 and CDX2, although a reduced number of cells in the inner cell mass was observed in bovine *TEAD4* knockout (KO) blastocysts. Transcriptional analysis in bovine blastocysts revealed no major transcriptional effect of the ablation, although the expression of hypoblast and Hippo signalling-related genes tended to be decreased in KO embryos. Experiments were conducted in the bovine model to determine whether *TEAD4* was required for post-hatching development. *TEAD4* KO spherical conceptuses showed normal development of the embryonic disc and TE, but hypoblast migration rate was reduced. At later stages of development (tubular conceptuses), no differences were observed between KO and wild-type conceptuses.

## INTRODUCTION

Early mammalian development relies on a series of cell differentiation events that give rise to specific embryonic lineages. The first lineage differentiation occurs at the morula stage and differentiates inner and outer cells into the inner cell mass (ICM) and the trophectoderm (TE), respectively (Berg et al., 2011). Cell differentiation confers lineage-specific functional properties that result in the formation of an inner cavity termed the blastocoel (Kim and Bedzhov, 2022), which characterizes the blastocyst stage. As a consequence of TE growth and expansion, the embryo hatches from a glycoprotein layer termed the zona pellucida and, around that time, a second differentiation event in the ICM gives rise to the hypoblast or primitive endoderm (a second extra-embryonic lineage), and the epiblast, from which the embryo proper will derive (reviewed by Pérez-Gómez et al., 2021a).

The molecular regulation of the first lineage differentiation has been thoroughly studied by means of knockout (KO) mouse models. However, the knowledge gathered from mouse models may not be applicable to other mammals, as remarkable differences in the molecular regulation of embryo development have been observed between mice and other mammals. For instance, the transcription factor (TF) EOMES, which determines the formation of TE and mesoderm in mice (Russ et al., 2000), is not expressed by the bovine TE (Berg et al., 2011). Similarly, whereas CDX2 is exclusively expressed by the TE in mice and other mammals (Pérez-Gómez et al., 2021a), *CDX2* downregulation (Goissis and Cibelli, 2014) or ablation (Shi et al., 2023; A.P.-G., L.G.-B., I.F.-B., B.G.-C., J.G.H., P.R.-I. and P.B.-A., unpublished) in bovine embryos does not disrupt blastocyst formation. This contrasts with the phenotype of *Cdx2* KO mice embryos, which are unable to maintain their blastocoels as a result of defects in TE epithelial integrity (Strumpf et al., 2005). The lack of tools to generate KO models in mammals other than mice has hampered the study of this process in other species, but the development of genome-editing tools now allows gene ablation in other mammals (Lamas-Toranzo et al., 2017).

Acting upstream of other TE-specific TFs, the Hippo signalling pathway plays a central role in murine TE fate determination (Nishioka et al., 2009), which is apparently conserved across different mammals (Gerri et al., 2020). The core components of the Hippo pathway are the protein kinases MST1/2 and LATS1/2, their respective co-factors SAV1 and MOB1, the transcriptional co-activators YAP1 and TAZ (WWTR1), and the transcription factors TEAD1-4 (Zhao et al., 2010). TEAD factors are the ultimate effectors of Hippo signalling pathway, being responsible for the regulation of downstream transcription factors. Of the four TEAD family members, TEAD4 is the only member deemed essential for TE specification in mouse embryos, acting at a level upstream of other TE-specific transcription factors: *Tead4* ablation prevents mouse blastocyst formation (Nishioka et al., 2009; Yagi et al., 2007) by impeding the expression of downstream genes, such as *Cdx2*, *Eomes* or *Gata3* (Nishioka et al., 2008; Yagi et al., 2007; Ralston et al., 2010). However, gene-ablation experiments in bovine (Pérez-Gómez et al., 2021b; Wu et al., 2024) and human (Stamatiadis et al., 2022) embryos have shown that *TEAD4* is dispensable for blastocyst formation. A plausible explanation for these discrepancies may be that TEAD4 is required for later stages of TE differentiation/proliferation, rather than initial TE specification, which would be in line with the earlier timeline of other developmental events (e.g. X-chromosome inactivation; Bermejo-Alvarez et al., 2010b; Okamoto et al., 2011) observed in mouse embryos compared with other mammals.

The objective of this study was to determine the role of TEAD4 in TE specification and maintenance in non-rodent species (bovine and rabbits). Ungulate embryos constitute an interesting model in which to study TE specification and maintenance as, following hatching, they undergo a prolonged period of pre-implantation development termed conceptus elongation when extra-embryonic membranes (TE and hypoblast) proliferate extensively without direct interactions with maternal cells. An experiment was also conducted in rabbits – a non-rodent and non-ungulate model – to determine whether TEAD4 is dispensable for TE commitment and blastocyst formation in a phylogenetically distant species.

## RESULTS

### TEAD4 expression during bovine preimplantation development

In order to determine the expression pattern of TEAD4 during bovine preimplantation development, TEAD4 expression was analyzed by immunohistochemistry (IHC). TEAD4 and the ICM-specific TF SOX2 were located in the nucleus in both inner and outer cells of the morula [days post-*in vitro* fertilization (D) 5], whereas the TE-specific TF CDX2 was only starting to be weakly expressed in the outer cells at this time point (Fig. 1). At the expanded blastocyst stage (D8), clear ICM/TE differentiation was apparent, given the ICM- and TE-exclusive expression of SOX2 and CDX2, respectively, but TEAD4 signal was detected in the nuclei of both ICM and TE cells. Following blastocyst hatching and prior to hypoblast migration (D10), TEAD4 signal was not detected and remained undetectable at later stages: spherical conceptuses showing hypoblast migration (D12) and extra-embryonic membranes (formed by hypoblast and trophectoderm) of tubular conceptuses [embryonic day (E) 14].

**Fig. 1.**
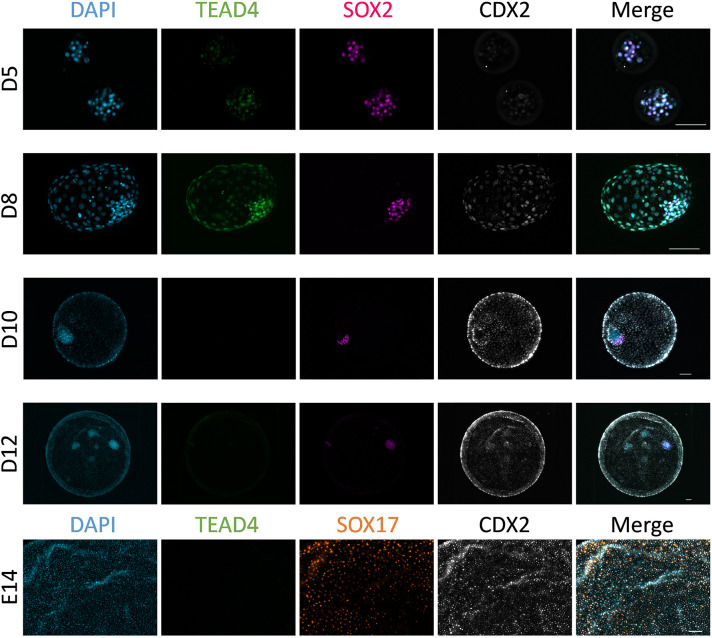
**Expression pattern of TEAD4 in bovine embryos from morula to tubular stages.** Representative images (ten embryos analyzed per stage) of D5 morula, D8 blastocyst, D10 and D12 embryos and extra-embryonic membranes from E14 conceptus. IHC analysis for TEAD4, CDX2 (trophectoderm) and SOX2 (inner cell mass/epiblast) or SOX17 (hypoblast), with cell nuclei counterstained with DAPI. Scale bars: 100 µm.

### *TEAD4* KO embryonic development to blastocyst

The similar localization pattern of TEAD4 in both ICM and TE observed by IHC suggests that it may be dispensable for ICM/TE differentiation. To assess unequivocally the role of TEAD4 during the first lineage differentiation, the development of *TEAD4* KO embryos was assessed *in vitro*. TEAD4 ablation in bovine embryos did not disrupt blastocyst formation, as similar blastocyst formation rates were obtained for wild-type (WT) embryos injected with *Cas9* alone (C group) and embryos injected with *Cas9* mRNA and single guide RNA (sgRNA) against *TEAD4* (C+G group; partly composed of KO embryos) (Table 1). Editing efficiency in the C+G group was ∼94% (31/33) and KO generation efficiency (i.e. the percentage of embryos containing only KO alleles formed by frame-disrupting indels) was 45% (14/31). As expected, KO embryos did not show a TEAD4 signal by IHC (Fig. 2A). *TEAD4* KO embryos displayed an overtly normal morphology and the number of total and TE (CDX2^+^) cells was similar in KO, edited in-frame (IF) and WT embryos (Fig. 2B). However, a small but statistically significant reduction in the number of ICM (SOX2^+^) cells was observed for KO embryos compared with their WT counterparts (Fig. 2B). IF embryos are edited embryos containing at least one allele in which the open reading frame of the gene is conserved, often containing an edited allele composed of an IF indel causing a minor change in TEAD4 protein sequence such as that shown in Fig. 2C.

**Fig. 2.**
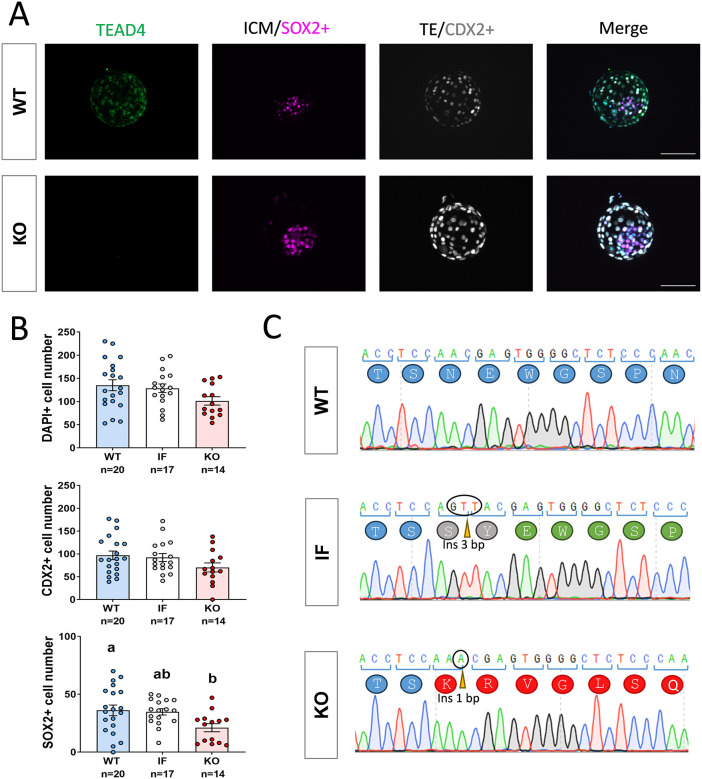
**Developmental analysis of *TEAD4* KO bovine blastocysts.** (A) Representative images (number of embryos analyzed shown in B) of WT and *TEAD4* KO D8 blastocysts subjected to IHC for TEAD4, SOX2 (inner cell mass) and CDX2 (trophectoderm). Scale bars: 100 µm. (B) Graphical representation (mean±s.e.m.) of DAPI^+^ (total), CDX2^+^ (trophectoderm) and SOX2^+^ (inner cell mass) cell numbers in WT, edited in-frame (IF) and KO D8 blastocysts. Different letters indicate significant differences based on ANOVA *P*<0.05. (C) Sanger sequencing chromatograms of WT, IF and KO alleles with their corresponding amino acid sequence. IF alleles are composed of indels that are a multiple of three (3 bp insertion in the example) that do not disrupt the open reading frame. In contrast, KO alleles are formed by frame-disrupting indels (1 bp insertion in the example). KO embryos harbour only KO alleles.

**Table 1.**
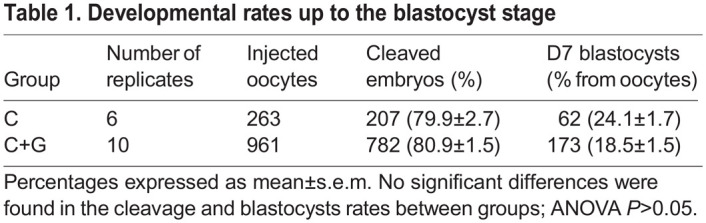
Developmental rates up to the blastocyst stage

### Transcriptional analysis of *TEAD4* KO blastocysts

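The transcriptional data come from individual D8 blastocysts, 5 WT and 4 *TEAD4* KO, with 1 library per blastocyst and no pooling, so that each value below is that of 1 embryo. The deposited table lists 21512 genes in TPM, the paper's unit of transcript abundance, which corrects for transcript length and makes the values of each library sum to 1000000. TPM values do not keep the number of reads behind a gene, so the depth of each value is unknown and no interval for counting error is given. The paper reports between 18000000 and 48000000 reads per sample, of which 15000000 to 40000000 were pseudoaligned. Its text does not name the pseudoaligner or the annotation, and 3345 of the genes are listed by a bovine Ensembl identifier in place of a symbol. The labels deposited with the samples describe another RNA extraction, another library kit and another sequencer than the paper's methods, and the values do not show which were used. Neither the labels nor the paper's text names a batch or the sex of an embryo. The libraries are called WT_1 to WT_5 and TE_1 to TE_4 here, where TE stands for the *TEAD4* KO embryos.

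The number of genes above 0 TPM was 16010.6 ± 741 (SD, n = 5) in WT and 15118.5 ± 249.6 (SD, n = 4) in KO libraries (exact permutation test, two-sided, p = 0.0635). Across genes, Pearson's r of log2(TPM + 1) was between 0.928 and 0.984 for pairs of WT libraries, between 0.913 and 0.949 for pairs of KO libraries and between 0.930 and 0.958 for pairs of different genotype; genes are not independent replicates. WT and KO embryos were compared on log2(TPM + 1) with limma, a linear model fitted to all detected genes whose variances follow a trend with expression, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are KO minus WT. Lists of genes and single genes were also compared by an exact two-sided permutation test over all splits of the 9 embryos into 5 and 4, for which the smallest possible p is 0.0159.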

In the absence of a noticeable effect of *TEAD4* ablation on TE or ICM differentiation and proliferation, a transcriptional analysis was conducted to determine possible transcriptional alterations induced by the absence of TEAD4. 

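A median above 0.1 TPM across the 9 libraries was reached by 14599 genes, and 18549 genes were above 0 TPM in at least 1 library. Among the alternative thresholds above 0 TPM, the one that moved the first of these numbers most was a median above 1 TPM, which 11219 genes reached. A TPM above 0.1 in every library was found for 11698 genes. When each embryo was left out in turn, the median of the remaining libraries was above 0.1 TPM for 14536 to 14733 genes.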

Transcriptional analysis of *TEAD4* KO blastocysts detected 14,598 genes considering a median expression across samples over the threshold of 0.1 transcripts per million. 

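*TEAD4* transcripts were found in every library, at 18.0, 52.5, 54.3, 36.5 and 43.4 TPM in WT_1 to WT_5 and at 42.8, 41.8, 12.5 and 22.2 TPM in TE_1 to TE_4. The mean was 40.9 ± 14.7 TPM (SD, n = 5) in WT and 29.8 ± 15.0 TPM (SD, n = 4) in KO blastocysts, a log2 fold change of −0.51 (standard error 0.42, adjusted p = 0.947 from limma). This difference was within the spread between embryos (exact permutation test, two-sided, p = 0.286). The log2 fold change was −0.16 without TE_3 and −0.77 without WT_1. TPM values do not show whether a transcript carries a frame-disrupting indel.

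Of the 14599 genes tested, 3 had an adjusted p-value under 0.05, and all 3 had an absolute log2 fold change above 1. The histone genes *H2AC18* and *H2BC5* were higher in KO blastocysts. *H2AC18* rose from 188 ± 50.2 TPM (SD, n = 5) in WT to 1407 ± 634 TPM (SD, n = 4) in KO, a log2 fold change of 2.82 (standard error 0.32, adjusted p = 0.0226 from limma). *H2BC5* rose from 2.28 ± 0.775 TPM (SD, n = 5) to 18.1 ± 7.72 TPM (SD, n = 4), a log2 fold change of 2.49 (standard error 0.34, adjusted p = 0.0489 from limma). The gene with the identifier ENSBTAG00000033523, for which no symbol is listed, fell from 35.3 ± 3.05 TPM (SD, n = 5) to 9.00 ± 1.96 TPM (SD, n = 4), a log2 fold change of −1.87 (standard error 0.24, adjusted p = 0.0351 from limma). In each of these genes the values of WT and KO embryos did not overlap.

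An unadjusted p-value under 0.05 was obtained for 861 genes, 5.90% of those tested. In 117 genes every KO embryo was above every WT embryo, and in 179 every KO embryo was below every WT embryo, together 2.03% of the genes tested against 1.59% by chance. The number of genes past both thresholds moved most when an embryo was left out: it was 10 without TE_3 and 0 without WT_3, WT_4, TE_1, TE_2 or TE_4. In those last fits, between 824 (without WT_4) and 1235 genes (without TE_2) had an unadjusted p-value under 0.05.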

Considering a *P*-adjusted value of 0.05 and a shrunken fold change >2, 64 genes were differentially expressed: 18 upregulated and 46 downregulated in KO blastocysts compared with their WT counterparts (Fig. 3A, Table S1). Tailored hierarchical clustering based on the expression of trophectoderm-, hypoblast-, epiblast- and Hippo signalling-related genes was conducted to determine the effect of *TEAD4* ablation on the expression of TFs involved in lineage specification and on Hippo signalling genes (Fig. 3B-E). 

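The trophectoderm-related genes *CDX2*, *GATA3*, *GATA2* and *ELF5* (Fig. 3B) had overlapping values in WT and KO embryos. *CDX2* was at 32.2 ± 12.9 TPM (SD, n = 5) in WT and 36.0 ± 15.5 TPM (SD, n = 4) in KO blastocysts, a log2 fold change of 0.15 (standard error 0.38, adjusted p = 0.985 from limma) that became −0.12 when limma weighted each library by its quality, −0.083 without TE_2 and 0.44 without TE_4. *GATA3* was at 32.1 and 31.5 TPM, *GATA2* at 67.2 and 69.0 TPM and *ELF5* at 0.778 and 0.669 TPM on average in WT and KO. For each embryo, the list was summarised as the mean z-score of log2(TPM + 1) over its genes. This score was 0.0565 ± 0.693 (SD, n = 5) in WT and −0.0707 ± 1.12 (SD, n = 4) in KO, a difference of −0.127 (exact permutation test, two-sided, p = 0.825, also 0.825 after adjustment over the 4 lists of Fig. 3B-E). The alternative that moved this score most was leaving out TE_4, which reversed the difference to 0.418. When the 9 embryos were separated into 2 clusters on the z-scores (Euclidean distance, complete linkage), 4 embryos fell outside the cluster of their genotype, WT_3, WT_4, TE_2 and TE_3. Every split of the embryos into 5 and 4 gives 4 or fewer, so that this number carries no separation by genotype.

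The epiblast-related genes were read from Fig. 3C as *NODAL*, *ID2*, *FURIN*, *NANOG*, *SOX15*, *SOX2* and *POU5F1*, of which the labels *ID2* and *SOX15* were hard to read. *NODAL* was listed at 0 in 4 WT and 3 KO libraries and was not tested with limma. It stayed in every score and clustering of this list given here, where it mainly reflects 1 embryo, WT_5 (3.05 TPM). The largest decrease relative to its error was that of *ID2*, from 76.2 ± 36.1 TPM (SD, n = 5) in WT to 33.8 ± 26.6 TPM (SD, n = 4) in KO, a log2 fold change of −1.34 (standard error 0.48, adjusted p = 0.716 from limma). *NANOG* ranged from 0.127 to 262 TPM between WT embryos and from 2.70 to 53.3 TPM between KO embryos. *POU5F1* was at 1176 TPM in WT and 1709 TPM in KO on average. The score of the list differed by −0.374 between KO and WT embryos (exact permutation test, two-sided, p = 0.254, adjusted p = 0.487), and no KO embryo was outside the range of the WT embryos. It was −0.166 without WT_5 and −0.581 without WT_1, and −0.146 without *ID2* and *SOX15* (exact permutation test, two-sided, p = 0.698). Clustering left 4 embryos outside the cluster of their genotype (WT_1, WT_2, WT_5 and TE_4), again a number that every split reaches.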

Hierarchical clustering based on the expression of key TFs for trophectoderm or epiblast failed to group the samples according to genotype. However, when samples were clustered according to the expression of hypoblast-related genes they tended to group according to genotype (only one KO sample clustered with WT samples; Fig. 3D), and when they were clustered according to the expression of Hippo signalling genes they grouped according to genotype (Fig. 3E).

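The hypoblast-related genes were read from Fig. 3D as *GATA5*, *SOX17*, *RSPO3*, *GATA4*, *GATA6* and *PECAM1*, of which the label *GATA5* was hard to read. Clustering on these genes left TE_3 alone outside the cluster of its genotype, and 6 of the possible splits of the embryos (4.76%) give as few. The separation depended on the settings: 2 embryos fell outside with Ward linkage, 4 with values scaled by median-of-ratios size factors, and 3 with average linkage, a correlation distance, unscaled values, a pseudocount of 0.1 TPM or without *GATA5*. The score of the list was 0.172 ± 0.342 (SD, n = 5) in WT and −0.215 ± 0.635 (SD, n = 4) in KO, a difference of −0.387 (exact permutation test, two-sided, p = 0.365, adjusted p = 0.487). The difference was −0.618 without *GATA5* (exact permutation test, two-sided, p = 0.0635, adjusted p = 0.254). It was −0.137 without TE_1 and −0.590 without TE_2.

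The Hippo signalling-related genes were read from Fig. 3E as *PRKCI*, *STK3*, *LATS1*, *TEAD1*, *TEAD4*, *MST1*, *TEAD2*, *AMOT*, *LATS2*, *YAP1* and *TEAD3*. Clustering on these 11 genes set TE_1 apart from the other 8 embryos, so that 3 embryos (TE_2, TE_3 and TE_4) fell outside the cluster of their genotype. As few are given by 56 of the splits (44.4%). With Ward linkage 2 embryos fell outside, and with median-of-ratios size factors 4. The score was 0.159 ± 0.198 (SD, n = 5) in WT and −0.199 ± 0.685 (SD, n = 4) in KO, a difference of −0.358 (exact permutation test, two-sided, p = 0.333, adjusted p = 0.487). In 3 KO embryos it was below every WT embryo and in 1, TE_2, above every WT embryo. The list includes the edited gene. Without *TEAD4*, 2 KO embryos were below and 1 above every WT embryo. The difference was then −0.323 (exact permutation test, two-sided, p = 0.413). Over all 11 genes, the difference was −0.115 without TE_1 and −0.637 without TE_2. The set tests of limma gave no list an adjusted p-value under 0.05: the smallest was 0.381 with camera (preset correlation of 0.01) and 0.386 with fry. *NODAL* was not among the genes of these set tests.

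**Figure D1:**
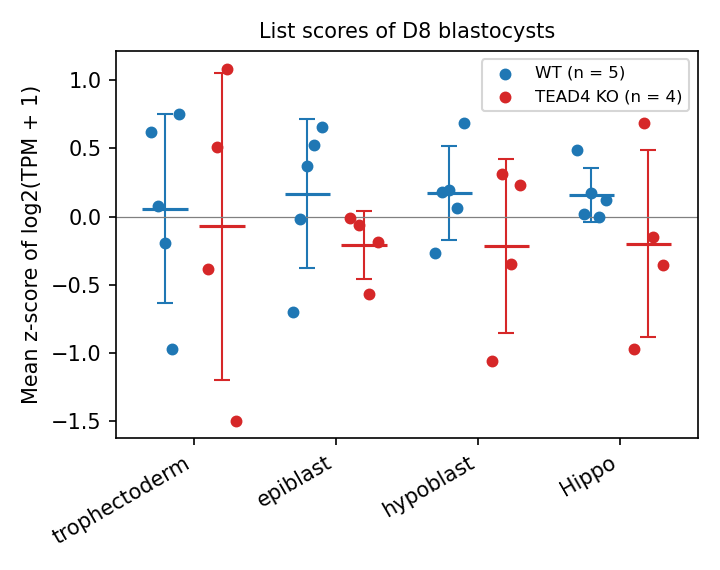
Scores of the lists of Fig. 3B-E in each D8 blastocyst, as the mean z-score of log2(TPM + 1) over the genes of the list (vertical axis, no unit). Points are single embryos (5 WT in blue, 4 KO in red), horizontal lines are means and bars are SD. In the trophectoderm list 1 KO embryo lies above and 1 below every WT embryo and in the epiblast list 0 KO embryos lie outside the WT range. In the hypoblast list 2 KO embryos lie below every WT embryo, and in the Hippo list 3 lie below and 1 above every WT embryo.

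From the grouping of the samples in its clusterings, the paper states that hypoblast-related genes tended to separate the genotypes and that Hippo signalling genes separated them, in contrast to trophectoderm and epiblast genes.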

**Fig. 3.**
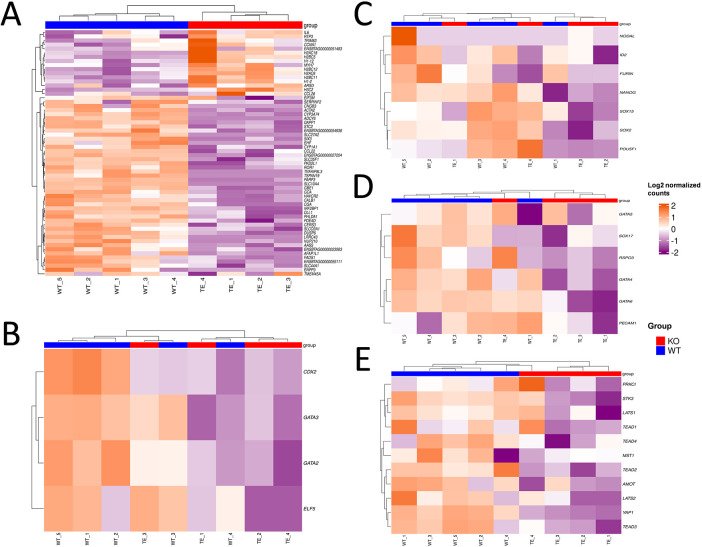
**Transcriptional analysis of WT and *TEAD4* KO D8 blastocysts.** (A-E) Hierarchical clustering and heat maps based on the differentially expressed genes at an adjusted *P*-value <0.05 and a shrunken fold change >2 (A), trophectoderm-related genes (B), epiblast-related genes (C), hypoblast-related genes (D) and Hippo signalling-related genes (E).

### Assessment of later stages of *TEAD4* KO development

In order to determine whether *TEAD4* ablation impaired embryo development at further stages of preimplantation development, the development of *TEAD4* KO embryos was assessed up to D12 *in vitro* or to E14 *in vivo*. The development of bovine embryos to early post-hatching stages was not disrupted by TEAD4 ablation. No significant differences in survival rates from D7 to D12 were observed between C+G and C groups (Table 2). All D12 embryos analysed in the C+G group were edited and ∼51% (23/45) were KO. The development of TE cells was not affected by TEAD4 ablation, as D12 KO embryos were similar in size to WT and IF embryos and expressed the TE markers CDX2 and GATA3 (Fig. 4). Epiblast development was not affected by TEAD4 ablation either, as epiblast survival and embryonic disc (ED) formation rates and the number of epiblast cells (SOX2^+^) were similar between KO, IF and WT embryos. However, although hypoblast differentiation was achieved in *TEAD4* KO embryos, as evidenced by the presence of SOX17^+^ cells, hypoblast migration rates were lower in KO embryos compared with WT and IF embryos (Table 3).

**Fig. 4.**
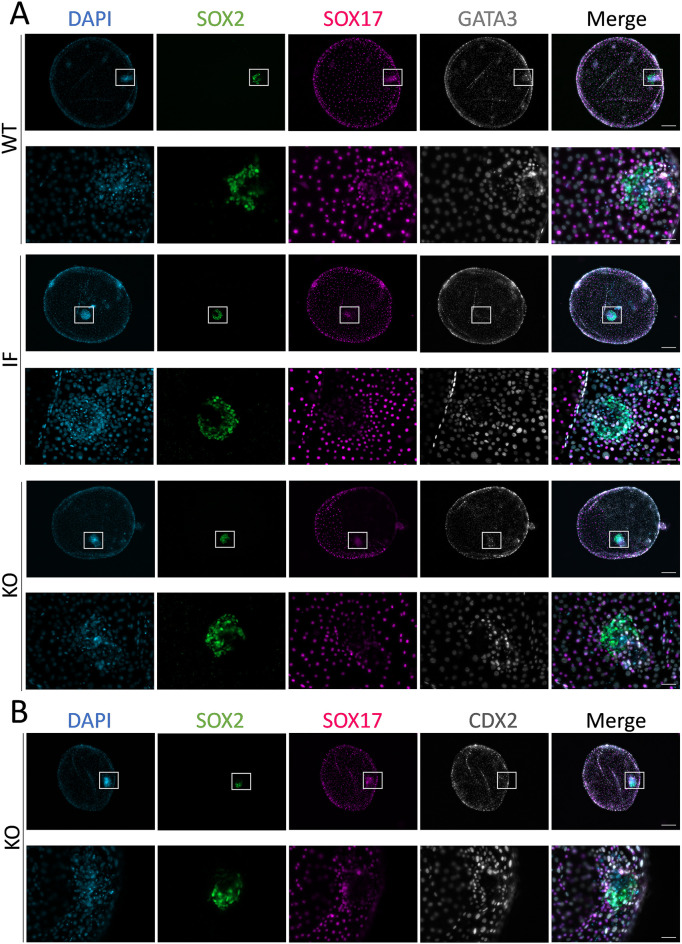
**Developmental analysis of *TEAD4* KO spherical bovine D12 conceptuses.** (A) Representative images (29 WT, 22 IF and 23 KO) of WT, IF and *TEAD4* KO D12 conceptuses subjected to IHC for SOX2 (epiblast), SOX17 (hypoblast) and GATA3 (trophectoderm). (B) Representative images of a D12 *TEAD4* KO embryo showing normal development of the epiblast (SOX2^+^), proliferation of the hypoblast (SOX17^+^) and expressing CDX2 in the trophectoderm. Nuclei were counterstained with DAPI. White squares in upper images showing whole conceptuses denote the limits of the magnification of the EDs shown in the panels below. Scale bars: 200 µm (conceptus images); 50 µm (ED images).

**Table 2.**
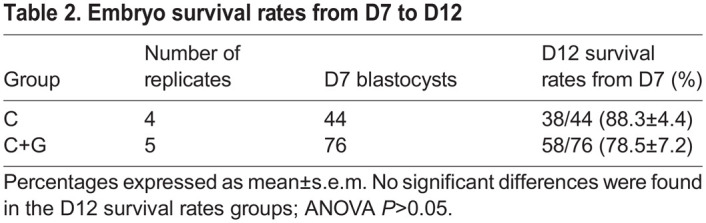
Embryo survival rates from D7 to D12

**Table 3.**
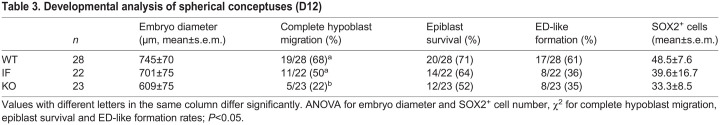
Developmental analysis of spherical conceptuses (D12)

Conceptus development to tubular stages (E14) was not affected by TEAD4 ablation. Recovery rate following embryo transfer and uterine flushing was ∼42% (26/62), and edition and KO generation rates were ∼88% (23/26) and 50% (13/26), respectively. Conceptus length (indicative of the development of extra-embryonic membranes: TE and hypoblast) and hypoblast migration rates were comparable between KO, IF and KO embryos, and ED development – assessed by ED formation rate and diameter – was not affected either by TEAD4 ablation (Fig. 5, Table 4).

**Fig. 5.**
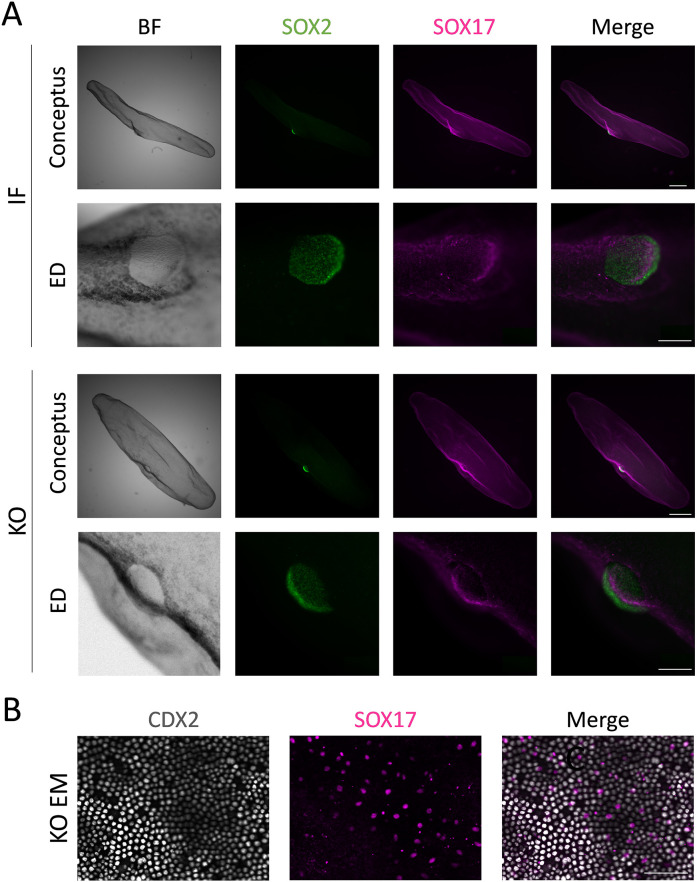
**Developmental analysis of *TEAD4* KO bovine tubular E14 conceptuses.** (A) Representative images (10 IF and 13 KO) of IF and KO conceptuses developing an ED and showing complete hypoblast migration. Bright-field (BF) and IHC images for SOX2 (epiblast) and SOX17 (hypoblast) cells of the whole conceptuses (upper images) or focusing into the ED (lower images). (B) Magnification of the extra-embryonic membranes of a *TEAD4* KO E14 conceptus showing expression of CDX2 in the trophectoderm layer, which is underlined by SOX17^+^ hypoblast cells. Scale bars: 1 mm (conceptus); 200 µm (ED); 100 µm (extra-embryonic membranes).

**Table 4.**
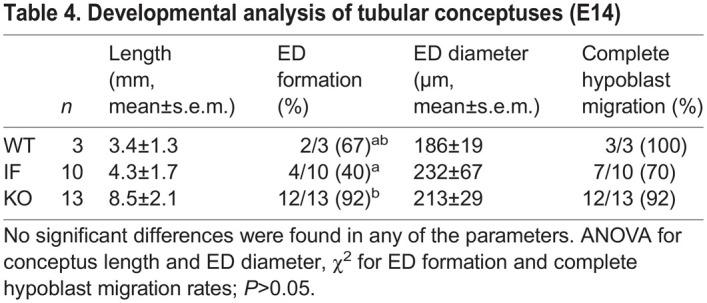
Developmental analysis of tubular conceptuses (E14)

### *TEAD4* KO in rabbit embryos

To determine whether the essential role of TEAD4 for murine TE differentiation was conserved in a non-rodent species phylogenetically distant from ungulates, a gene-ablation experiment was conducted in rabbit embryos. Development to blastocyst was comparable between embryos injected with BE3-encoding mRNA and sgRNA against *TEAD4* (BE+G group; containing KO embryos, 10/12 zygotes developing to blastocyst) and embryos injected with BE3-encoding mRNA alone (BE group; only formed by WT embryos, 9/11 zygotes developing to blastocyst). All ten blastocysts from the BE+G group were edited and eight (80%) were KO, whereas the other two were heterozygous for WT and KO alleles. *TEAD4* KO blastocysts presented an overtly normal morphology, expressed the TE marker GATA3 and total inner cell mass (SOX2^+^) and trophectoderm (GATA3^+^) cell numbers were similar between KO and WT blastocysts (Fig. 6).

**Fig. 6.**
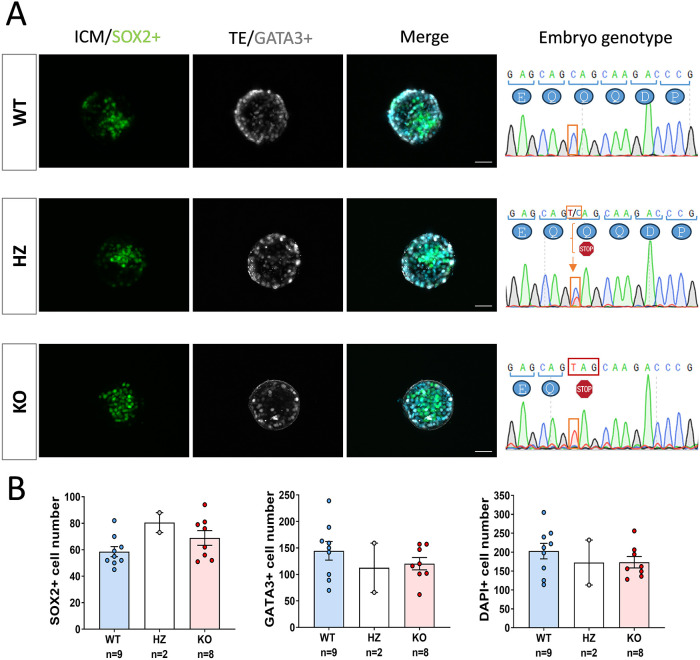
**Developmental analysis of *TEAD4* KO rabbit D5 blastocysts.** (A) Representative images (number of embryos analyzed shown in B) of WT, heterozygous (Hz) and KO blastocysts subjected to IHC to detect inner cell mass (SOX2) and trophectoderm (GATA3). Nuclei were counterstained with DAPI. Scale bars: 50 µm. Sanger sequencing chromatograms of each of the embryos are shown on the right. Gene ablation strategy consisted of achieving a C-T substitution by base editors, which convert a CAG codon into a TAG stop codon. Hz embryo shows the unconverted and converted versions (C and T) at the position marked with an orange arrow. (B) Graphical representation (mean±s.e.m.) of inner cell mass (SOX2^+^), trophectoderm (GATA3^+^) and total (DAPI^+^) cell numbers in WT, Hz and KO blastocysts. No significant differences were found between groups based on ANOVA (*P*>0.05).

## DISCUSSION

The molecular regulation of cell differentiation events during early embryogenesis was initially assumed to be conserved between mice, the only mammalian species in which targeted genome modification could be achieved efficiently, and other mammals. However, gene-ablation experiments performed in different mammalian models and human embryos are uncovering an unexpected developmental diversity. Focusing on first lineage differentiation, crucial regulators of murine TE commitment, such as EOMES and CDX2, have been shown to be dispensable for TE differentiation in bovine embryos (Berg et al., 2011; Goissis and Cibelli, 2014; Shi et al., 2023), and the reciprocal exclusion of POU5F1 (OCT4) and CDX2 expression observed in the ICM and TE of the mouse blastocyst is not conserved in other mammals, such as bovine, rabbit, pig and human (Kirchhof et al., 2000; Kobolak et al., 2009; Hansis et al., 2000), owing to the lack of critical CDX2-responsive regulatory regions in *POU5F1* in non-rodent mammals (Berg et al., 2011; Kobolak et al., 2009). Acting upstream of other TE-specific TFs, such as CDX2, EOMES or GATA3 (Nishioka et al., 2008; Yagi et al., 2007; Ralston et al., 2010), TEAD4 may play a conserved role in mammalian TE differentiation by regulating these TE-specific TFs in mice or other unknown TFs required for TE commitment or proliferation in other mammals. However, the experiments conducted herein in two phylogenetically distant species (bovine: Artiodactyla; rabbit: Lagomorpha) indicate that the essential role of TEAD4 appears to be exclusive to rodents or mice, as the order Lagomorpha shares the same the same clade (Glires) as the order Rodentia (Alvarez-Carretero et al., 2022).

The dispensable role of TEAD4 for initial TE commitment in bovine and rabbit embryos agrees with prior gene-ablation studies in bovine and human embryos, which showed that *TEAD4* ablation does not prevent blastocyst formation (Pérez-Gómez et al., 2021b; Wu et al., 2024; Stamatiadis et al., 2022). However, the human study (Stamatiadis et al., 2022) revealed that, whereas *TEAD4* KO embryos developed to blastocysts and were able to express normally the TE marker GATA3, *TEAD4* ablation affected TE morphology and abolished the expression of CDX2 at that stage. These results suggested that, although initial TE commitment is achievable in the absence of TEAD4 in humans, TEAD4 may be required for subsequent TE differentiation or proliferation (i.e. beyond hatching), an extent that could not be proved in human embryos. To test whether *TEAD4* ablation prevented further TE development, we conducted experiments in bovine embryos following blastocyst hatching, revealing that TEAD4 is clearly dispensable for TE development as the TE developed normally in *TEAD4* KO conceptuses and the TEAD4 localization pattern was not compatible with a role in TE differentiation or proliferation: TEAD4 was localized in the nucleus in both the ICM and the TE, which has also been observed in human embryos (Stamatiadis et al., 2022), and was not detected at later developmental stages. The differences between bovine (Pérez-Gómez et al., 2021b; Wu et al., 2024; this paper) and human (Stamatiadis et al., 2022) studies may be species specific, but the dispensable role of *TEAD4* for TE differentiation observed in rabbits – a species phylogenetically closer to mice than humans (Alvarez-Carretero et al., 2022) and in which the ablation did not affect TE morphology – suggests that TEAD4 role is not conserved beyond the order Rodentia and thereby it could be also dispensable for human TE development. In this perspective, the altered TE morphology (reduced proliferation) and lack of expression of CDX2 observed in *TEAD4* KO human embryos may be a consequence of an overall developmental delay caused by *TEAD4* ablation.

The dispensable role of TEAD4 in TE commitment opens the question of how first lineage differentiation occurs in mammals other than mice. As the ablation of *CDX2* does not prevent TE differentiation in bovine (Shi et al., 2023; our unpublished observations) and the TE-specific TF GATA3 is also dispensable for TE commitment in bovine embryos (Shi et al., 2023), members of the Hippo pathway could substitute TEAD4 as a master regulator of initial TE commitment. Our RNA-sequencing (RNA-seq) analysis revealed that all four TEAD members were expressed by D8 blastocysts, but none of the other TEAD members were observed to be upregulated to compensate for the loss of TEAD4; indeed, all Hippo family members exhibited a non-significant reduction in their expression in KO embryos compared with WT. This finding suggests that Hippo signalling may be indeed dispensable for initial TE differentiation, but dedicated investigation would be required to determine whether this is the case.

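All members of the TEAD family were above 8 TPM in every library of D8 blastocysts. *TEAD1* was at 11.9 ± 5.33 TPM (SD, n = 5) in WT and 13.9 ± 4.48 TPM (SD, n = 4) in KO blastocysts, a log2 fold change of 0.24 (standard error 0.34, adjusted p = 0.982 from limma), which was 0.10 without TE_4 and 0.45 without WT_1. *TEAD2* was at 19.1 ± 5.20 and 17.0 ± 5.18 TPM, and *TEAD3* at 19.3 ± 3.66 and 19.4 ± 7.35 TPM. The log2 fold changes of *TEAD2* (−0.18, standard error 0.30) and *TEAD3* (−0.039, standard error 0.30) were within 1 standard error of 0, and both changed sign when single embryos were left out (to 0.041 for *TEAD2* without TE_4 and 0.15 for *TEAD3* without TE_1). That of *TEAD3* was 0.015 with median-of-ratios size factors and 0.057 after quantile normalization.

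**Figure D2:**
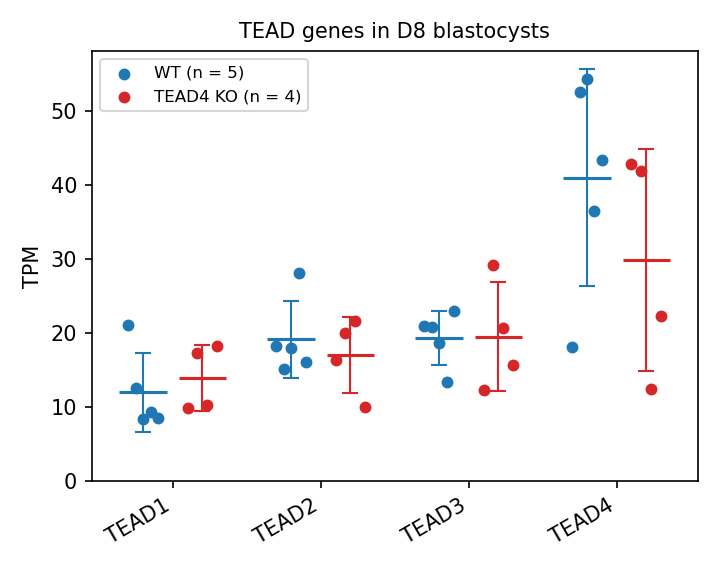
Expression of *TEAD1*, *TEAD2*, *TEAD3* and *TEAD4* in each D8 blastocyst, in TPM (vertical axis). Points are single embryos (5 WT in blue, 4 KO in red), horizontal lines are means and bars are SD. WT and KO embryos overlap in each gene, and *TEAD4* transcripts are at 12.5 TPM or more in the KO embryos.

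On the mean of log2(TPM + 1), 9 of the 11 genes of Fig. 3E were lower in KO blastocysts, and *TEAD1* and *PRKCI* were higher. The number was 8 with a pseudocount of 0.1 TPM and 8 with median-of-ratios size factors, and it was 6 without TE_4. *MST1* in that figure is also the symbol of macrophage stimulating 1, and the Hippo kinase MST1 has the symbol *STK4*; with *STK4* in its place, 8 genes were lower and 3 higher, and the difference in the score of the list was −0.307 (exact permutation test, two-sided, p = 0.460). *PRKCI* was at 48.4 ± 26.2 TPM (SD, n = 5) in WT and 74.4 ± 59.0 TPM (SD, n = 4) in KO (log2 fold change 0.38, standard error 0.52, −0.086 without TE_4 and 0.79 without TE_1). *YAP1* was lower in every KO embryo than in every WT embryo, at 12.1 ± 1.73 TPM (SD, n = 5) in WT and 6.68 ± 2.32 TPM (SD, n = 4) in KO (exact permutation test, two-sided, p = 0.0159). Its log2 fold change was −0.81 (standard error 0.29), and it did not pass the adjustment over all genes (adjusted p = 0.727 from limma). Of the Hippo components that the paper names outside that figure, *WWTR1* was at 34.0 and 50.3 TPM on average in WT and KO (log2 fold change 0.49, standard error 0.29), *STK4* at 5.01 and 7.01 TPM (0.26, standard error 0.40) and *SAV1* at 14.4 and 8.24 TPM (−0.87, standard error 0.46). The MOB1 genes *MOB1A* and *MOB1B* were at 22.7 and 16.0 TPM (−0.39, standard error 0.33) and at 12.5 and 14.2 TPM (0.00015, standard error 0.44). From the absence of an increase in other TEAD members and a reduction of Hippo family members that was not significant, the paper reasons that other TEADs did not compensate for the loss of TEAD4 and proposes that Hippo signalling may not be needed for initial TE differentiation.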

In contrast to the normal TE development observed in the absence of TEAD4, *TEAD4* KO bovine embryos showed an unexpected reduction in the ICM cell number and hypoblast proliferation *in vitro* (D8 and D12, respectively), which was apparently corrected at later stages under *in vivo* conditions, where normal hypoblast proliferation was observed in most (12/13) of the E14 *TEAD4* KO conceptuses analysed. The altered hypoblast proliferation in *TEAD4* KO embryos at D12 seems to be linked to a reduction in hypoblast precursors at their less populated ICMs by D8. 

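*GATA4*, *SOX17* and *GATA6* had lower means of log2(TPM + 1) in KO than in WT blastocysts, and *GATA5*, *RSPO3* and *PECAM1* had higher means, so that 3 of the 6 hypoblast-related genes of Fig. 3D were lower. This number was also 3 with a pseudocount of 0.1 TPM and with median-of-ratios size factors, and 5 without TE_4. *GATA4* was at 1.46 ± 0.284 TPM (SD, n = 5) in WT and 0.640 ± 0.243 TPM (SD, n = 4) in KO, with every KO embryo below every WT embryo (exact permutation test, two-sided, p = 0.0159). Its log2 fold change was −0.59 (standard error 0.20), with an adjusted p of 0.684 over all genes from limma. At such low values the size depends on the pseudocount: with 0.1 TPM it was −1.12 (adjusted p = 0.739 from limma). *SOX17* was at 14.8 ± 13.6 TPM (SD, n = 5) in WT and 5.51 ± 4.42 TPM (SD, n = 4) in KO (log2 fold change −1.12, standard error 0.63, adjusted p = 0.895 from limma; −0.69 without WT_5). *GATA6* was between 77.6 and 93.6 TPM in the WT embryos and between 29.3 and 146 TPM in the KO embryos (log2 fold change −0.47, standard error 0.38; −0.13 without TE_1 and −0.89 without TE_2). *GATA5* averaged 1.15 TPM in WT and 2.95 TPM in KO, *RSPO3* 7.23 and 7.72 TPM, and *PECAM1* 23.4 and 26.9 TPM. The differences in *RSPO3* and *PECAM1* changed direction when single embryos were left out, to −0.42 for *RSPO3* without TE_4 and −0.28 for *PECAM1* without WT_4.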

In agreement with this hypothesis, RNA-seq analysis observed an overall reduction in the expression of hypoblast-related genes in KO samples, which roughly grouped together in the hierarchical clustering conducted based on the expression of hypoblast-related genes, in contrast to the clusterings conducted based on the expression of epiblast or trophectoderm-related genes. RNA-seq also revealed that most of the upregulated genes in KO blastocysts (11/18) were histones (*H2BC11*, *H1-2*, *H2AC6*, *H2BC12*, *H3C2*, *H2BC5*, *H2AC18*, *H1-12* and *H2BC9*) and cyclins (*CCNA1* and *CCL26*), which may suggest a cellular response to increase a reduced cell proliferation. 

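*H2BC11*, *H1-2*, *H2AC6*, *H2BC12*, *H3C2*, *H2BC5*, *H2AC18* and *H1-12* were higher in every KO embryo than in every WT embryo (exact permutation test, two-sided, p = 0.0159 for each, n = 5 and 4), while *H2BC9* is not analysed here. Clustered histone genes of the same type, such as H2B, can be near-identical in sequence. How pseudoalignment shared reads between them is not known, so values of single members are uncertain. *H2BC11* averaged 10.8 TPM in WT and 218 TPM in KO (log2 fold change 3.82, standard error 0.69, adjusted p = 0.141 from limma). *H1-2* averaged 1.67 and 29.8 TPM (log2 fold change 3.29, standard error 0.49) and *H2AC6* 2.96 and 48.9 TPM (log2 fold change 3.46, standard error 0.51). Both had an adjusted p-value of 0.0554 from limma, which was under 0.05 in 6 of the alternative fits for *H1-2* and 7 for *H2AC6*. *H2BC12*, *H3C2* and *H1-12* had log2 fold changes of 3.40, 2.44 and 1.78.

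**Figure D3:**
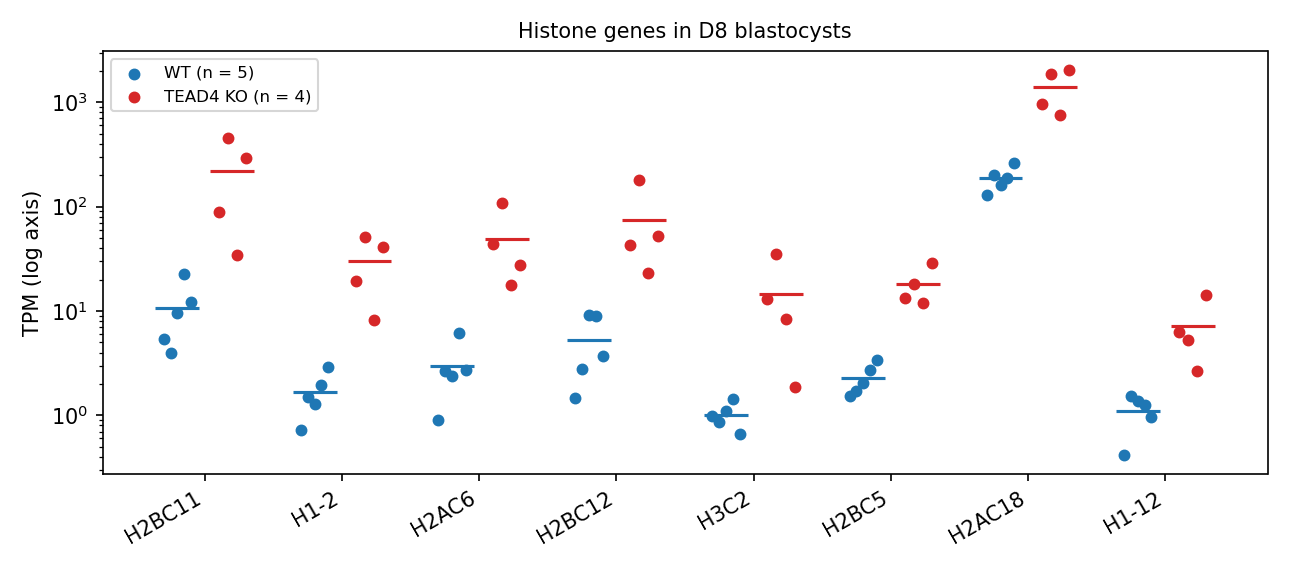
Expression of the histone genes named by the paper in each D8 blastocyst, in TPM on a log axis (vertical axis). Points are single embryos (5 WT in blue, 4 KO in red) and horizontal lines are means. In each gene the KO embryos lie above the WT embryos, by the least margin in *H3C2*, where TE_4 is at 1.87 TPM and the highest WT embryo at 1.43 TPM.

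The family of detected genes with a symbol of the clustered histones (H1, H2A, H2B, H3 and H4) has 44 members, and the mean of log2(TPM + 1) was higher in KO for 44 of them (43 with a pseudocount of 0.1 TPM, 44 with median-of-ratios size factors and 40 without TE_2). The median difference was 1.48. The score of the family was −0.500 ± 0.138 (SD, n = 5) in WT and 0.625 ± 0.535 (SD, n = 4) in KO, a difference of 1.13 (exact permutation test, two-sided, p = 0.0159, adjusted p = 0.0317 over the histone and cyclin families). The increase was also obtained with limma's set tests, with p = 2.1e-40 for camera with its preset correlation, p = 0.0012 for camera with the estimated correlation and p = 0.0012 for fry. The TPM of the whole family summed to 409 ± 84.3 (SD, n = 5) in WT and 2757 ± 1648 (SD, n = 4) in KO libraries.

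*CCNA1* averaged 2.06 ± 1.30 TPM (SD, n = 5) in WT and 10.3 ± 5.54 TPM (SD, n = 4) in KO (exact permutation test, two-sided, p = 0.0317), a log2 fold change of 1.85 (standard error 0.46, adjusted p = 0.415 from limma). *CCL26*, which the paper lists as a cyclin and whose symbol is that of a chemokine, averaged 14.1 ± 6.81 TPM (SD, n = 5) and 61.0 ± 48.2 TPM (SD, n = 4) (exact permutation test, two-sided, p = 0.0476), a log2 fold change of 1.75 (standard error 0.55, adjusted p = 0.624 from limma). Over the 18 detected cyclin genes, 14 had a higher mean in KO, and the difference in score was 0.342 (exact permutation test, two-sided, p = 0.302, adjusted p = 0.302), which was 0.112 without TE_2 and 0.670 without TE_1. For the cyclins, camera with its preset correlation gave p = 0.0094, which did not hold with the estimated correlation (p = 0.265) or with fry (p = 0.375). From the histones and cyclins among the genes higher in KO blastocysts, the paper proposes a response of the cells to reduced proliferation.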

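*IL6* was at 78.1, 12.3, 41.2, 20.8 and 11.6 TPM in WT_1 to WT_5 and at 51.5, 224, 169 and 238 TPM in TE_1 to TE_4. The mean was 32.8 ± 28.0 TPM (SD, n = 5) in WT and 171 ± 84.8 TPM (SD, n = 4) in KO (exact permutation test, two-sided, p = 0.0317), and TE_1 was below WT_1. The log2 fold change was 2.50 (standard error 0.59) and did not pass the adjustment over all genes (adjusted p = 0.396 from limma). When each embryo was left out in turn, it stayed between 2.24 and 3.00.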

The upregulation of *IL6*, a cytokine activating the JAK-STAT pathway, which promotes hypoblast development in bovine blastocysts (Wooldridge and Ealy, 2021), may suggest a response to increase the number of hypoblast precursors. An alternative explanation for the transcriptional differences observed is that, similarly to what may have occurred in human KO embryos, *TEAD4* ablation may have simply caused a developmental delay in bovine embryos. A delayed development would be compatible with a reduced expression of hypoblast-differentiation genes (delayed second lineage differentiation) and a reduced proliferation of ICM and hypoblast cells at a fixed time point of observation that could be compensated for at later stages of development under optimal developmental conditions (*in vivo*). In agreement with this later possibility, *TEAD4* is known to be a promoter of cell proliferation in several cancers (e.g. Gu et al., 2020; Tang et al., 2018) by activating glycolytic metabolism (Zhan et al., 2023), which shares some similarities with that of the embryo (Krisher and Prather, 2012; Bermejo-Alvarez et al., 2010a).

In conclusion, the essential role of *Tead4* in first lineage commitment in mouse embryos is not conserved in other mammals: TEAD4 is dispensable for initial TE commitment and blastocyst formation in two phylogenetically distant species (bovine and rabbit) and is not required for TE development to advanced post-hatching stages in bovine conceptuses.

## MATERIALS AND METHODS

### Animals

Bovine experiments were conducted employing *in vitro*-produced embryos, which were developed to the blastocyst stage (D8) and early post-hatching stage (D12) *in vitro* or developed to a later post-hatching stage (E14) in the sheep uterus. Rabbit experimentation was conducted using *in vivo*-derived zygotes developed to the blastocyst stage (D5) *in vitro*. Animal experimentation was conducted following protocols approved by INIA Animal Care Committee and Madrid Region Authorities (protocols PROEX 040/17 and PROEX 059.2-22).

### Gene-ablation strategies and generation of CRISPR components

Bovine *TEAD4* ablation was achieved by the generation of randomly generated frame-disrupting insertion/deletion (indels) following non-homologous end joining repair (NHEJ) of the double-strand breaks (DSBs) generated by the conventional CRISPR/Cas9 system. The randomly generated indels disrupt the open reading frame of the gene when they are not multiple of three, leading to a truncated protein. An sgRNA targeting the fourth exon was designed using CRISPOR (Concordet and Haeussler, 2018) and synthesized and purified using the Guide-it sgRNA In Vitro Transcription Kit^®^ (Takara Bio) using a primer containing a T7 promoter and the sgRNA sequence (Table S2). Frame-disrupting indels resulted in proteins exhibiting a maximum homology of 22% (110 amino acid) with the WT protein in all predicted isoforms (XP_059743089.1 and XP_059743088.1). As alternative splicing and start sites have been reported to produce functional TEAD4 isoforms in human cells (NP_958849.1 and NP_958851.1; Qi et al., 2016; Rashidiani et al., 2024), a sequence alignment was conducted (BLAST, NCBI) to determine whether those functional proteins could be produced by the edited bovine transcripts (Fig. S1). The bovine proteins generated following frame disruption (i.e. KO alleles) would share a maximum homology with any human isoform of 10 aa and if the alternative start site generating the human isoform NP_958851.1 was in use in bovine embryos, the unexpected protein would be detected by the antibody ab151274 (Abcam; immunogen corresponding to residues 150-250 of NP_003204.2; https://abiomed.kz/product/anti-tead4-antibody-ab151274). Capped polyadenylated *Cas9* mRNA was *in vitro* transcribed with the mMESSAGE mMACHINE T7 ULTRA kit^®^ (Life Technologies) using the plasmid pMJ920 (Addgene #42234) linearized with BbsI and treated with Antarctic phosphatase (NEB) and purified using the MEGAClear kit (Life Technologies) (Bermejo-Alvarez et al., 2015).

Rabbit *TEAD4* ablation was achieved by the generation of a stop codon by the cytosine base editor BE3 (CBE) (Komor et al., 2016). Instead of generating a DSB that will result in randomly generated indels, CBE converts cytosine to thymidine, a conversion that can generate a stop codon and thereby disrupt protein formation. An sgRNA was designed at the eighth exon to convert a CAG codon into a TAG stop codons and truncate the protein to 162 amino acids (45% protein length) in all predicted isoforms (XP_017198872.1, XP_051706193.1 and XP_051706192.1). As alternative splicing and start sites have been reported to produce functional TEAD4 isoforms in human cells (NP_958849.1 and NP_958851.1; Qi et al., 2016; Rashidiani et al., 2024), a sequence alignment was conducted (BLAST, NCBI) to determine whether those functional proteins could be produced by the edited rabbit transcript (Fig. S1). The protein generated by the rabbit KO allele shares homology with diverse ranges of the human isoforms (residues 73-235 for NP_003204.2, 73-192 for NP_958849.1 and 1-106 for NP_958851.1), which roughly correspond to ∼30-37% of the human proteins and in all cases, the stop codon is generated downstream of the start codon, so no alternative shorter functional proteins are expected. The sgRNA was produced as described above using a specific primer for the target sequence (Table S2). Capped polyadenlyated BE3-encoding mRNA was produced by *in vitro* transcription using the mMESSAGE mMACHINE T7 ULTRA kit^®^ (Life Technologies) and the plasmid pCMV-BE3 (Addgene #73021) linearized with BbsI. mRNA was purified using the MEGAClear kit (Life Technologies).

### *In vitro* production of bovine *TEAD4* KO embryos

Genome-edited bovine embryos were produced *in vitro* following protocols previously described (Lamas-Toranzo et al., 2019b). Briefly, immature cumulus–oocyte complexes (COCs) were obtained by aspirating 2-8 mm follicles from bovine ovaries collected at local slaughterhouses. COCs were selected based on conventional morphological criteria and matured for 24 h in groups of 50 in four-well dishes containing TCM-199 medium supplemented with 10% (v/v) fetal calf serum (FCS) and 10 ng/ml epidermal growth factor at 38.5°C and 5% CO_2_ in the air with humidified atmosphere. Matured oocytes were denuded by vortexing for 3 min in 1 ml of 300 µg/ml hyaluronidase and randomly divided into two groups for microinjection. One group was microinjected with a solution of *Cas9* mRNA and sgRNA against *TEAD4* (C+G group) at a concentration of 300 and 100 ng/µl, respectively, and another with *Cas9* alone at 300 ng/µl, serving as an injection control (C group). Cytoplasmic microinjection was performed on denuded oocytes using a filament needle under a Leica DMi8 inverted microscope assisted by Femtojet (Eppendorf).

Immediately following microinjection, *in vitro* fertilization was carried out with frozen–thawed spermatozoa from a single stud bull selected through a gradient of 40-80% Bovipure (Nidacon Laboratories AB). Spermatozoa were co-incubated with 30-50 microinjected oocytes at a final concentration of 10^6^ spermatozoa/ml in TALP medium supplemented with 10 mg/ml heparin, in four-well plates at 38.5°C in an atmosphere of 5% CO_2_ and maximum humidity. At approximately 20 h post-insemination (hpi), presumptive zygotes were vortexed for 30 s to remove the spermatozoa attached to the zona pellucida and cultured in groups of 20-25 in 25 μl droplets of synthetic oviduct fluid (SOF) (Holm et al., 1999), supplemented with 5% FCS under mineral oil. Culture took place at 38.5°C in an atmosphere of 5% CO_2_, 5% O_2_ and 90% N_2_ with maximum humidity. Cleavage and blastocysts rates were evaluated at 48 hpi and 7 days post-insemination. For IHC analysis, zona-free D8 blastocysts were fixed in 4% paraformaldehyde for 15 min at room temperature (RT) and stored in PBS with 1% bovine serum albumin (BSA) until analysis. For transcriptomic analysis, D8 blastocysts were snap-frozen at the bottom of a cryotube and stored at −80°C.

Post-hatching culture was carried out following an optimized protocol described by Ramos-Ibeas et al. (2023). Briefly, D7 blastocysts were cultured in 500 μl of N2B27 medium (1:1 Neurobasal and DMEM/F12 medium supplemented with 1× penicillin/streptomycin, 2 mM glutamine, 1× N2 and 1× B27 supplements; Thermo Fisher Scientific). Post-hatching culture took place at 38.5°C in a water-saturated atmosphere of 5% CO_2_, 5% O_2_ and 90% N_2_ and half of the culture medium was replaced every second day. Embryos remained in culture until D12, when embryo survival was analysed (alive embryos were able to maintain the blastocoel, whereas dead embryos collapsed). Surviving embryos were fixed as described above. To evaluate TEAD4 expression during preimplantation development, non-injected embryos were collected at D5 (18 embryos), D8 (12 embryos), D10 (11 embryos) and D12 (23 embryos) and fixed as described above.

### *In vivo* development of bovine embryos to E14

To assess the developmental ability of KO embryos to reach stages of development that cannot be currently achieved by *in vitro* systems, D7 blastocysts from the C+G group (i.e. partially composed of KO embryos) were transferred to two recipient 2- to 3-year-old ewes. Oestrous synchronization was achieved by the insertion of a progesterone-releasing device (CIDR-Ovis, Zoetis). 100 µg of cloprostenol (Estrumate^®^, MSD) were administered 11 days after CIDR insertion and 450 IU of PMSG (Sincropart PMSG, CEVA) were administered on the day of CIDR removal (12 days after insertion). Embryo transfer took place 8 days after CIDR removal. The presence of corpora lutea was assessed by abdominal laparoscopy (both recipients showed one corpus luteum in each ovary) and the cranial section of the uterine horns were exteriorized to introduce 15-16 bovine blastocysts from C+G groups per uterine horn. Following embryo transfer, corpora lutea were maintained by CIDR insertion and embryos were recovered 9 days after embryo transfer at a developmental stage equivalent to E14 by post-mortem (Rexroad and Powell, 1999) flushing of the uterine horns with Euroflush® (IMV). Collected conceptuses were measured and fixed as described above.

### Generation of rabbit *TEAD4* KO embryos

Gene-edited rabbit embryos were generated following protocols similar to those described by Lamas-Toranzo et al. (2019a). Rabbit zygotes were recovered post-mortem from 6- to 15-month-old female rabbits by oviductal flushing at 14 h after artificial insemination and induction of ovulation by the administration of 0.02 mg of gonadorelin (Inducel, Laboratorios Ovejero). Experiments were conducted in two independent replicates, each corresponding to a female. Immediately after collection, zygotes were randomly divided in two groups for microinjection. One group was microinjected with a solution of BE3-encoding mRNA and sgRNA against *TEAD4* (BE+G group) at a concentration of 200 and 100 ng/µl, respectively, and another with BE3-encoding mRNA alone at 200 ng/µl, serving as an injection control (BE group). Cytoplasmic microinjection was performed using a filament needle under a Leica DMi8 inverted microscope assisted by Femtojet (Eppendorf). Following microinjection, zygotes were cultured in 25 μl droplets of TCM-199 medium supplemented with 5% FCS under mineral oil. Culture took place at 38.5°C in an atmosphere of 5% CO_2_, 5% O_2_ and 90% N_2_ with maximum humidity. Cleavage and blastocysts rates were evaluated at 42 and 116 (D5) hpi. D5 blastocysts were fixed in 4% paraformaldehyde for 15 min at RT and stored in PBS until analysis.

### Lineage development analysis by IHC

D8, D12 and E14 bovine embryos and D5 rabbit blastocysts fixed as described above were washed in PBS-1% BSA and permeabilized in 1% Triton X-100 in PBS for 15 min at RT and blocked in 10% FCS-0.02% Tween 20 in PBS for 1 h at RT. Subsequently, specimens were incubated overnight at 4°C with primary antibodies (CDX2, Biogenex MU392A-UC; GATA3, Abcam ab199428; SOX17, R&D AF1924; SOX2, Invitrogen 14-9811-80) at 1:100. After four washes in PBS-1% BSA, embryos were incubated in a solution of DAPI and the appropriate secondary Alexa-conjugated antibodies (donkey anti-rat IgG Alexa Fluor^TM^ 488, donkey anti-goat IgG Alexa Fluor^TM^ 555 and donkey anti-mouse IgG Alexa Fluor^TM^ 647; Life Technologies) at 1:300 for 1 h at RT, followed by four washes in PBS-1% BSA.

For TEAD4 detection, immunohistochemistry protocol was adapted from a previously published method (Sakurai et al., 2017). Fixed specimens were permeabilized in 0.3% Triton X-100 in PBS for 60 min and washed twice in 0.1% Triton X-100 in PBS (TXPBS) for 10 min. Blocking was performed by incubation in 0.5% BSA-10% FCS in TXPBS for 90 min at RT. Embryos were incubated with anti-TEAD4 primary antibody (Abcam ab151274, 1:100) in 0.5% BSA – 0.05% Triton X-100 in PBS for 2 h at RT. Then, embryos were washed four times in TXPBS and transferred to a solution with the appropriate secondary Alexa-conjugated antibody (1:300; donkey anti-rabbit IgG Alexa Fluor^TM^ 488) in 0.5% BSA-0.005% Triton X-100 in PBS for 2 h at RT. Following two washes in TXPBS, embryos were incubated with the above-mentioned primary antibodies to detect SOX2 and CDX2, at 1:100 in 5% FCS-0.2% Tween 20 solution in PBS overnight at 4°C. After overnight incubation, embryos were washed twice in TXPBS and incubated with the appropriate secondary antibodies and DAPI in 5% FCS-0.2% Tween 20 solution in PBS for 2 h at RT and finally washed in TXPBS.

Following IHC, embryos were mounted on PBS-1% BSA microdrops made by drawing circles with a PAP pen (Kisker Biotech GmbH) on a coverslide (Bermejo-Alvarez et al., 2012). Microdrops were covered by an incubation chamber (Sigma-Aldrich, Z359467) to prevent embryo crushing. Embryos were imaged using structured illumination equipment composed of a Zeiss Axio Observer microscope coupled to an ApoTome.2 device (Zeiss). Following image acquisition, embryo diameter was measured to determine embryo size and lineage development was analysed. Total, CDX2^+^ and SOX2^+^ cell numbers were manually counted in D8 blastocysts using ZEN 2.6 software (Zeiss). In D12 embryos, hypoblast migration was determined by extension of the SOX17^+^ hypoblast layer through the inner surface of the CDX2^+^ trophectoderm, and epiblast survival was identified by the presence of SOX2^+^ cells in the embryo, whereas ED-like formation was identified by the presence of a compact structure containing SOX2^+^ cells. Total, GATA3^+^ and SOX2^+^ cell numbers were manually counted in D5 rabbit blastocysts using ZEN 2.6 software (Zeiss).

### Embryo genotyping

Embryo genotyping was performed following fixation and image analysis. Specimens (whole embryos or a fragment of E14 embryos) were placed at the bottom of a 0.2 ml PCR tube and stored at −20°C until analysis. Samples were digested with 8 (whole embryos) or 15 (E14 fragment) µl of Arcturus Picopure DNA extraction solution (Thermo Fisher Scientific) following incubation at 65°C for 1 h and inactivation at 95°C for 10 min. Lysates were subsequently used to amplify the target region by PCR as described below.

In bovine samples, the alleles composed of indels generated by NHEJ were identified by Deep Sequencing (miSeq, Illumina), as mixed peaks in Sanger chromatograms impede the identification of alleles (Lamas-Toranzo et al., 2019b). To that aim, a first PCR was performed to amplify the sequence containing the CRISPR target site adding Illumina adaptors using the primers detailed in Table S2 and adding 3 µl of lysate in a 25 µl PCR reaction (GoTaq Flexi, Promega). PCR conditions were as follows: 96°C for 2 min; 32× (96°C for 20 s, 60°C for 30 s, 72°C for 30 s); 72°C for 5 min; hold at 8°C. PCR product was purified using AMPure XP beads (Beckman Coulter^TM^) following the manufacturer's recommendations. A second 50 µl PCR was performed with the Nextera XT Index Kit v2 primers (Illumina) to add barcodes identifying each specimen, using 5 µl of each purified PCR product as a template. PCR conditions were as follows: 95°C for 3 min; 8× (95°C for 30 s, 55°C for 30 s, 72°C for 30 s); 72°C for 5 min; hold at 8°C. PCR products from different embryos were purified with AMPure XP beads, pooled into a 4 nM library and sequenced at miSeq (Illumina). Reads were aligned with the WT sequence using the BWA mem aligner (v.0.7.17; Li and Durbin, 2009), sorted and indexed with a pipeline of different tools from the SAM tools package (v.1.16.1; Li et al., 2009) and variants were called with freebayes (Garrison and Marth, 2012 preprint). VCF files were processed with an in-house script to select only potential indels within the CRISPR probe editing region and passing the quality-check filter. Results were confirmed visually checking each VCF file with the Integrative Genomics Viewer (Thorvaldsdottir et al., 2013). For representation purposes (Fig. 2C), clonal sequencing was performed as described by Lamas-Toranzo et al. (2019b). Following genotyping, embryos were classified as WT (containing no mutated alleles, i.e. all embryos in C group), IF (edited embryos containing at least one non-frame disrupting indel) and KO (containing only alleles formed by indels non-multiple of three, i.e. frame-disrupting indels).

Rabbit embryos, whose alleles were generated by cytosine base editor, were genotyped by conventional Sanger sequencing, as in the absence of indels, alleles of an identical length are clearly identifiable in the Sanger chromatogram (Fig. 5A). A PCR was performed to amplify the sequence containing the BE3 target site using the primers detailed in Table S2 and adding 3 µl of lysate in a 25 µl PCR reaction (GoTaq Flexi, Promega). PCR conditions were as follows: 96°C for 2 min; 35× (96°C for 20 s, 60°C for 30 s, 72°C for 30 s); 72°C for 5 min; hold at 8°C. PCR products were purified by FavorPrep PCR purification kit (Favorgen) and Sanger sequenced. Embryos were classified as WT (containing no mutated alleles, i.e. all embryos in the control group), heterozygotes (containing WT and KO alleles) and KO (harbouring only alleles containing the stop codon).

### Transcriptional analysis

mRNA and DNA were extracted from individual blastocysts using Dynabeads^TM^ mRNA Purification Kit following manufacturer's instructions with minor modifications. Briefly, each embryo was lysed in 20 µl of Lysis buffer and incubated with 5 µl of mRNA-binding magnetic beads. Using a magnet, the supernatant was collected to obtain the DNA following purification with AMPure XP beads (Beckman Coulter^TM^). DNA was employed to conduct embryo genotyping as previously described. Bead–mRNA complexes were washed twice before eluting mRNA in 10 µl of water at 72°C.

Once the genotype of each blastocyst was known, libraries were prepared for five WT and four KO samples, each corresponding to an individual blastocyst using SMART-Seq v4 PLUS kit (Takara Bio). Reverse transcription and PCR pre-amplification (11 cycles) were carried out with SMARTScribe II Reverse Transcriptase and SeqAmp DNA polymerase, respectively. The amplified cDNA was purified by Ampure XP beads (at a ratio of beads:sample 1:1) following manufacturer's instructions. Following cDNA quantification (Qubit, Thermo Fisher Scientific), samples were diluted to the same concentration and were processed using SMART-Seq Library Prep Kit according to the manufacturer's recommendations (Takara Bio). Following fragmentation and PCR amplification for 15 cycles, PCR products were purified using AmpPure XP beads and libraries were analysed by Qubit and Bioanalyzer (Agilent Technologies). Final cDNA libraries were sequenced by NovaSeq 6000 (Illumina) with a read length of 2×76 bp+8 bp+8 bp obtaining between 18 and 48 million reads per sample, of which 15-40 million reads were pseudoaligned after the quality control preprocessing. Differential expression was analysed by DESeq2 software obtaining raw and adjusted *P*-values and raw and shrunken fold changes calculated by the apleglm method (Zhu et al., 2019) for all genes detected.

### Statistical analyses

Data were analysed using GraphPad Prism (GraphPad Software) and SigmaStat (Systat Software) packages. χ^2^ test was used to analyse the differences in complete hypoblast migration, epiblast survival and ED-like formation between groups. Differences in blastocyst rates were analysed by *t*-test and differences in embryo survival, embryo diameter, and cell numbers between the different genotypes were analysed by one-way ANOVA. When the normality test failed, statistical differences were analysed by non-parametric *t*-test (Mann–Whitney) or one-way ANOVA (Kruskal–Wallis test).

## Supplementary Material

10.1242/develop.202993_sup1 Supplementary information

Table S1. Differentially expressed genes for the comparison of WT vs. *TEAD4* KO D8 blastocysts at an adjusted p value <0.05 and a shrunken fold change >2.

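Table S1 lists 64 genes with a shrunken log2 fold change of WT over KO, so that positive values are genes lower in KO. Of these, 61 are analysed here, 17 listed as higher and 44 as lower in KO. *HAVCR1*, *ZNF160* and *H2BC9* are not analysed here. The mean TPM differed in the direction of the table for 16 of the 17 and 42 of the 44, and in the other direction for *EIF3M*, *SPAM1* and *TMEM45A*. Every KO embryo was above every WT embryo in 11 of the 17, and every KO embryo was below every WT embryo in 35 of the 44.

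The linear model covered the 55 of these genes with a median above 0.1 TPM, and 53 had a log2 fold change in the table's direction. An adjusted p-value under 0.05 over all 14599 genes was obtained for 2 of them, *H2AC18* and *H2BC5*, and 52 passed when adjusted over the list alone. The second number is not independent evidence, since the list was chosen on these embryos or on all of them but TE_4. Across the 55 genes Pearson's r between the log2 fold changes and the paper's shrunken values, taken in the same direction, was 0.75. It was 0.87 with a pseudocount of 0.1 TPM and 0.97 over the 35 genes with a median above 1 TPM; genes are not independent replicates. The sheet of Table S1 is named as a comparison without TE4, while the paper's text gives 4 KO samples and Fig. 3A shows TE_4, so which KO embryos the table rests on is not known. Without TE_4, 57 of the 59 genes then tested had the table's direction, 0 had an adjusted p-value under 0.05 over all genes, 53 had an unadjusted p-value under 0.05, and r was 0.70.

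Several genes lower in KO are expressed at low levels: 12 of the 44 had a mean under 1 TPM in WT. *LRRC43*, *ADCY6*, *TSPAN19*, *TNFAIP8L3*, *SLC10A4*, *SLC27A2* and *EHF* were listed at 0 in every KO library and above 0 in every WT library, so that no fold change is given for them. *EHF* was at 0.414, 0.0227, 3.85, 5.61 and 0.368 TPM in WT_1 to WT_5. *TSPAN19* was at 2.84, 0.264, 2.24, 1.55 and 0.797 TPM and *LRRC43* at 0.543, 2.28, 0.856, 0.305 and 1.49 TPM in the same order. *SLC10A4* ranged from 0.317 to 0.484 TPM in WT, *TNFAIP8L3* from 0.107 to 0.791 TPM, *SLC27A2* from 0.0473 to 0.470 TPM and *ADCY6* from 0.150 to 0.409 TPM.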

# Supplementary material for: The role of TEAD4 in trophectoderm commitment and development is not conserved in non-rodent mammals
**Source:** Development. 2024 Sep 24;151(20):dev202993. doi: 10.1242/dev.202993
**Supplement:** Supplementary information

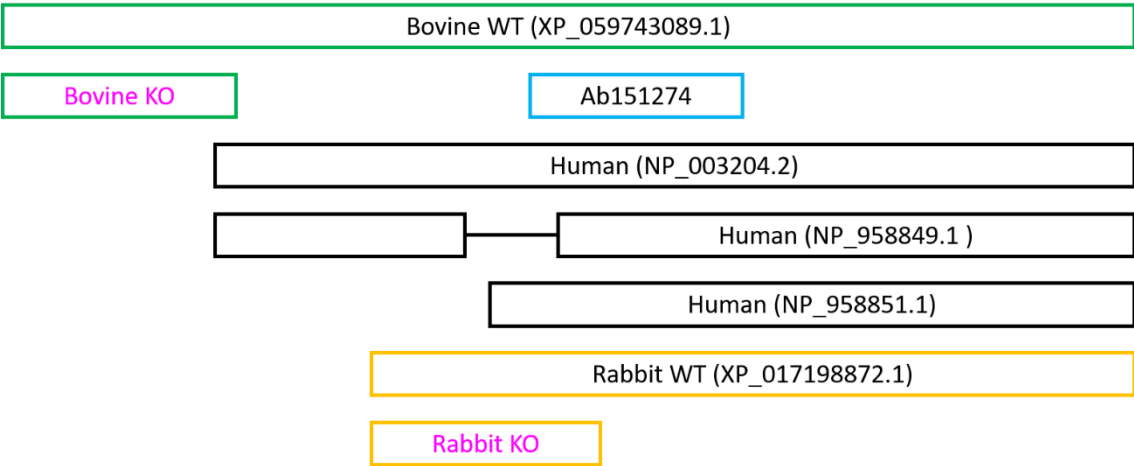

**Fig. S1. Alignment of TEAD4 WT and mutated bovine and rabbit proteins compared to human validated isoforms.** The bars length and vertical position is proportional to the aa length (the longest being XP\_059743089.1, 491 aa) and alignment position following the standard N-terminal to C-terminal orientation. The frame colour of each bar indicates the species (green for bovine, black for human and orange for rabbit) and the sequence of the immunogen employed to generate the antibody Ab151274 is depicted in the blue-framed bar. Codes between brackets indicate NCBI accession numbers.

**Table S1. Differentially expressed genes for the comparison of WT vs. *TEAD4* KO D8 blastocysts at an adjusted p value <0.05 and a shrunken fold change >2.**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202993#supplementary-data>

Table S2. Details of primers used

| ID                     | Sequence (5'→3')                                                                  | Use                                                                                 |
|------------------------|-----------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| T7 Guide-it<br>boTEAD4 | CCTCTAATACGACTCACTATAG <u>GGGAG</u><br><u>AGCCCCACTCGTTGGGTTTAAGAGCT</u><br>ATGC  | To produce gdRNA against<br>bovine <i>TEAD4</i> . Target<br>sequence is underlined. |
| GenoII<br>boTEAD4 F    | <u>TCGTCCGGCAGCGTCAGATGTGTATAA</u><br><u>GAGACAGTCTTGCCTTCATCCGACAG</u><br>G      | To genotype bovine<br>embryos by miSeq.                                             |
| GenoII<br>boTEAD4<br>R | <u>GTCTCGTGCGGCTCGGAGATGTGTATA</u><br><u>AGAGACAGCATTCGTCCACTGATGCC</u><br>CT     | Illumina overhangs are<br>underlined.                                               |
| T7 Guide-it<br>raTEAD4 | CCTCTAATACGACTCACTATAG <u>GCGAG</u><br><u>CAGCAAGACCCGGACAGTTTAAGAG</u><br>CTATGC | To produce gdRNA against<br>rabbit <i>TEAD4</i> . Target<br>sequence is underlined. |
| Geno<br>raTEAD F       | ATGTGCCCCTCCCTCTGTAT                                                              | To genotype rabbit<br>embryos by Sanger<br>sequencing.                              |
| Geno<br>raTEAD R       | GGACAGAGCAGGGAACCAAA                                                              |                                                                                     |

How the deposited data were processed for this re-analysis (not part of the article)

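Single D8 bovine blastocysts, 5 WT and 4 *TEAD4* KO, were sequenced by the authors, 1 library per embryo. The authors pseudoaligned the reads after quality control and divided the result by transcript length, and the deposited table holds TPM for 21512 genes in 9 libraries, each summing to 1000000. Its 9 columns of values were all used. The pseudoaligner, its version, the annotation and the summing of transcripts to genes are not named in the paper's text. Columns were assigned to WT or KO by their names; which column belongs to which deposited sample within a genotype is not stated, and no comparison needs it. The titles of the deposited samples number the embryos without repeats. The numbers 1 to 4 recur in both genotypes in the column names, but each column is a separate embryo and these numbers are not described as pairs, so embryos were not paired. The total number of reads per gene cannot be recovered from TPM, so DESeq2, which the paper used on counts, was not run, and the precision of low values is unknown. As a check of the table, 17805 of its gene names are symbols of the RefSeq annotation of ARS-UCD2.0 and 75 are synonyms only, and each of 15 housekeeping genes looked up was above 0 in every library, the lowest at 20.9 TPM (score of the housekeeping list in KO minus WT −0.265, exact permutation test, two-sided, p = 0.238). No genome build is named for the table, so no coordinates are given.

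Genes with a median above 0.1 TPM across the 9 libraries, the paper's threshold, were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(TPM + 1), with Benjamini-Hochberg adjustment. Genes were called changed at an adjusted p-value under 0.05 and an absolute log2 fold change above 1, which follows the paper's fold change of 2; fold changes were not shrunken beyond the effect of the pseudocount of 1 TPM. On simulated data with 200 changed genes among 14599 and 5 against 4 libraries, 134 of the changed genes (67%) passed an adjusted p-value of 0.05, as did 94.2% of the 69 genes changed by 3 log2 units. Another 14 genes passed that had not been changed, 9.46% of the genes past the threshold, which is above the nominal 5%. With no gene changed, 0 genes passed. The simulated values had normal noise drawn independently for each gene, and the share that passes depends on the number of changed genes. These shares therefore need not hold for the embryos compared here. In the comparison itself *H2BC11*, with a log2 fold change of 3.82, did not pass (adjusted p = 0.141 from limma).

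The lists of trophectoderm, epiblast, hypoblast and Hippo genes were read by eye from Fig. 3B-E. Histone genes (symbols starting with H1-, H2AC, H2BC, H3C or H4C) and cyclin genes (CCN, a letter and a number) were taken by symbol among detected genes. The score of a list is the mean over its genes of the z-score of log2(TPM + 1) across the 9 libraries, and its difference between genotypes was tested by exact permutation over all splits into 5 and 4 embryos (two-sided), adjusted over the 4 lists of Fig. 3 or over the histone and cyclin families. Embryos were clustered on the z-scores with Euclidean distance and complete linkage, since the paper's text names neither, and divided into 2 clusters. Set tests were limma's camera, with a preset correlation of 0.01 and with the estimated correlation, and fry. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

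The genes named in the text were chosen by a rule set before the data were examined: *TEAD4* first, every gene the paper names for the RNA-seq, with the genes that only Table S1 names summarised, and the 5 genes with the largest change in each direction among those called changed whose WT and KO values do not overlap. Genes named outside this rule were chosen after their values were seen. Alternatives were a pseudocount of 0.1 TPM, no filter on low values, medians above 0.5 or 1 TPM or a mean above 0.1 TPM, scaling by median-of-ratios size factors, quantile normalization, limma without trend, with robust eBayes or with array weights, other linkages and distances, other gene lists, and leaving out each embryo in turn. A covariate for *XIST* was not run, since *XIST* is not analysed here. Lists of S phase genes (41 of 42 with a value), polyadenylated replacement histone genes (8 of 10), MAPK feedback and target genes (8 of 8) and targets of YAP and TEAD (20 of 21, of which 15 were detected) were written by hand for tests of explanations. Chromosomes and gene spans from the RefSeq annotation were used only to group genes. Other measurements of the paper, such as cell counts and rabbit embryos, are not analysed here.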

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

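The tests of reads shared between histone copies and of scaling, and the comparisons of histone with replacement histone and S phase genes embryo by embryo, were chosen only after the increase in histone genes had been seen. Single values far from the others of their genotype were looked for in 92 groups of values, among which chance gives 4.6 and 3 were found.

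In WT_4, *GATA3* was at 3.94 on the log2(TPM + 1) scale, while the other WT embryos were between 5.05 and 5.36. The gap was 0.781 of the range of the WT embryos. WT_4 also had the lowest TPM of the WT embryos for *CDX2* (17.1) and *GATA2* (34.6) and the highest for *NANOG* (262) and *SOX2* (90.4). Whether a different share of trophectoderm cells or the handling of the embryo lies behind this was not tested.

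In TE_3, *ELF5* was at 1.71 on the log2(TPM + 1) scale, while the other KO embryos were between 0.05 and 0.33, a gap of 0.836 of the range. TE_3 also had the highest TPM of the KO embryos for *GATA3* (52.9) and *GATA2* (97.6) and the lowest for *SOX2* (2.26), while TE_2 was higher for *CDX2*. No explanation was tested.

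The histone genes outside Table S1, 36 detected genes that the paper does not discuss, were higher in KO blastocysts as a list: their score differed by 1.00 between KO and WT (exact permutation test, two-sided, p = 0.0159, the smallest possible), with the 4 KO embryos above every WT embryo. Within the KO embryos the score of all 44 histone genes was 1.42 in TE_2 and between 0.30 and 0.41 in the others, a gap of 0.900 of the range. Without TE_2 the difference in the score of the 44 genes was 0.994, and 40 of them were higher in KO.

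Several technical explanations of the higher histone genes were tested. If reads had only been shared differently between the 44 detected genes with a histone symbol, their summed TPM would not be expected to differ. The lowest sum of a KO library was 2.64 times the highest of a WT library. This argues against sharing among these genes as the whole cause. Any copies that are not detected or are listed without a symbol are outside the sum, so sharing with them is not excluded. Scaling between libraries would move all genes, and the median log2 fold change of all tested genes was −0.046, against 1.48 for the histone genes. Clustered histone genes have short transcripts, but the other 356 genes with a span of 2000 bases or less had a median log2 fold change of 0.052 (a span was found in ARS-UCD2.0 for 89.2% of the genes tested and 95.5% of the histone genes), which argues against an excess of short transcripts in KO libraries. A change of all histone genes whatever their transcript end was examined on the replacement histone genes, whose transcripts are polyadenylated. Their score differed by 0.00019 (exact permutation test, two-sided, p = 0.968), with 4 genes lower and 4 higher in KO. As a list they did not share the increase. With genes and embryos going both ways, a change in some of them is not excluded. Embryo by embryo, the score of the clustered minus that of the replacement histone genes was 1.13 higher in KO (exact permutation test, two-sided, p = 0.0159). That value mostly restates the increase of the clustered genes, which was 1.13 by itself.

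A larger share of cells in S phase, when clustered histone genes are transcribed, stays open. The score of 41 genes of DNA replication and S phase differed by −0.226 (exact permutation test, two-sided, p = 0.651), and the KO embryos went both ways, at −1.20 in TE_1, 0.840 in TE_2, −1.14 in TE_3 and 0.994 in TE_4, while embryo by embryo the score of the clustered histone genes minus that of the S phase genes was 1.35 higher in KO (exact permutation test, two-sided, p = 0.0635), with 3 of the 4 KO embryos above every WT embryo. This goes against the explanation without passing 0.05, so that the share of S phase cells cannot be told apart from other causes for the group as a whole. Also open, and not tested, is a difference in how far transcripts without a poly(A) tail were captured, since transcripts of most clustered histone genes lack one and no non-coding transcripts of that kind are analysed here. A biological effect of the loss of TEAD4 therefore stays a hypothesis beside these.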

How the results depend on the processing

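The alternatives were set before the data were examined, apart from those for the numbers of Hippo, hypoblast and histone genes lower or higher in KO and for the spread of the S phase score, which were chosen after seeing the data. The covariate for *XIST* was not run, since *XIST* is not analysed here. The number of detected genes stayed between 11219 and 15786 over the thresholds above 0 TPM that were tried.

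The number of genes called changed, 3, was 8 with a pseudocount of 0.1 TPM, 8 with a median above 1 TPM, 5 with median-of-ratios size factors, 6 after quantile normalization, 5 with limma without trend and 6 with robust eBayes. The 3 genes were among those called in each of these fits, and the numbers were the same with the adjusted p-value alone. With array weights 4 genes were called, 2 of them among the 3, and with no filter on low values 2, both among the 3. With no filter, 4 genes passed the adjusted p-value alone. With a median above 1 TPM fewer genes were tested (11219); for the others the cause was not tested. Across the 9 fits that each left out one embryo the number went from 0 to 10, with or without the threshold on the fold change. It was 10 without TE_3 (the 3 genes among them), 2 without WT_1 or WT_2, 1 without WT_5 and 0 without WT_3, WT_4, TE_1, TE_2 or TE_4. In the last 5 fits 839, 824, 980, 1235 and 893 genes had an unadjusted p-value under 0.05. These fits have fewer embryos.

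The Table S1 genes with an adjusted p-value under 0.05 over all genes, 2, were 6 with a pseudocount of 0.1 TPM, 7 with a median above 1 TPM, 4 with median-of-ratios size factors, 5 after quantile normalization, 4 without trend and 5 with robust eBayes, and from 0 to 7 with each embryo left out (7 without TE_3). With a median above 1 TPM only 35 of these genes were tested, of which 33 had the table's direction and 33 passed when adjusted over the list alone. In the other fits the number with the table's direction was between 50 and 58.

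None of the scores of the lists of Fig. 3 passed an adjusted p-value of 0.05 under any alternative. For the exact permutation test this was partly fixed in advance. After adjustment over the 4 lists, 1 list at the smallest possible p of 0.0159 would not pass by itself. Leaving out an embryo raises that smallest p further. The epiblast, hypoblast and Hippo scores kept their direction: with each embryo left out they went from −0.581 (without WT_1) to −0.166 (without WT_5), from −0.590 (without TE_2) to −0.137 (without TE_1) and from −0.637 (without TE_2) to −0.115 (without TE_1). The trophectoderm score went from −0.593 (without TE_3) to 0.418 (without TE_4), and was also above 0 without WT_1 or WT_5. The score of the histone genes went from 0.994 to 1.25. Its adjusted p was then between 0.0571 and 0.0714, which are the smallest values that these fewer embryos allow after adjustment over both families; it was 0.0317 with a pseudocount of 0.1 TPM, with median-of-ratios size factors and without the Table S1 genes. The cyclin score stayed above 0, from 0.112 (without TE_2) to 0.670 (without TE_1). Hippo genes lower in KO were 6 to 9, hypoblast genes 3 to 5 (5 without TE_4) and histone genes higher in KO 40 to 44 with each embryo left out.

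The clusterings moved more. With a correlation distance 3 embryos fell outside the cluster of their genotype for the trophectoderm, epiblast and hypoblast lists, and with unscaled values 2 for the epiblast and 3 for the hypoblast list. The hypoblast clustering left 3 outside with average linkage, a pseudocount of 0.1 TPM or without *GATA5*, 2 with Ward linkage and 4 with median-of-ratios size factors. For the Hippo list Ward linkage left 2 and median-of-ratios size factors 4. The causes were not tested.

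Among single genes, *CDX2* (−0.12) and *RSPO3* (−0.35) reversed with array weights, *MST1* with a pseudocount of 0.1 TPM (0.060) and quantile normalization (0.0069), and *TEAD3* with median-of-ratios size factors (0.015) and quantile normalization (0.057), with no adjusted p-value under 0.05 in those fits; the cause was not tested. With each embryo left out, log2 fold changes also reversed for *CDX2* (from −0.083 to 0.44), *GATA3* (from −0.53 to 0.17), *GATA2* (from −0.29 to 0.37), *FURIN* (from −0.56 to 0.16), *SOX2* (from −1.31 to 0.14), *RSPO3* (from −0.42 to 0.42), *PECAM1* (from −0.28 to 0.73), *PRKCI* (from −0.086 to 0.79), *LATS1* (from −0.60 to 0.11), *MST1* (from −0.26 to 0.15), *TEAD2* (from −0.31 to 0.041), *AMOT* (from −0.38 to 0.19) and *TEAD3* (from −0.25 to 0.15). For the genes that the rule for naming covers, 11 other values (of *H1-2* and *H2AC6*) passed the adjusted p-value and 2 (of *H2BC5*) no longer did under alternatives with all embryos, and 3 (of *H1-2*, *H2AC6* and *H2BC11*) and 21 (of *H2AC18*, *H2BC5* and ENSBTAG00000033523) with an embryo left out. Other genes called only under alternatives are named with the differences from the paper. The median log2 fold change of all genes, −0.046, was 0.016 after quantile normalization, −0.0074 with median-of-ratios size factors and −0.12 without TE_2. Since TPM keeps no depth, a value of 0 cannot be told from a value too low for the reads obtained, which limits genes under 1 TPM.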

Differences from the paper's values

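The paper reports 64 differentially expressed genes, 18 higher and 46 lower in KO blastocysts; 3 were called here, 2 higher and 1 lower. Of the genes higher in KO, the paper counts 11 histones and cyclins; 2 were called here. None of the alternatives set before the data were examined reached any of these: the number of genes called stayed between 0 and 10, with 0 to 6 higher, 0 to 4 lower and 0 to 6 histones or cyclins. The sheet of Table S1 is named as a comparison without TE4, although the paper's text gives 4 KO samples and Fig. 3A shows TE_4; leaving out TE_4 here is the setting that name describes, and it gave 0 genes called and 893 with an unadjusted p-value under 0.05. Genes of Table S1 that were called under another setting but not in the comparison reported were *H1-2* (pseudocount of 0.1 TPM, median above 1 TPM, median-of-ratios size factors, quantile normalization, robust eBayes and without TE_3), *H2AC6* (the same settings and array weights), *H2BC11* and ENSBTAG00000027204 (without TE_3), *DUSP6* (pseudocount of 0.1 TPM, median above 1 TPM and limma without trend), *CALB1* (pseudocount of 0.1 TPM), *ACTA2* (median above 1 TPM and without WT_1) and *CCL22* (median above 1 TPM, quantile normalization, limma without trend, robust eBayes, array weights and without TE_3). ENSBTAG00000033523 was called here and is not listed in Table S1. The same holds for ENSBTAG00000051867 (pseudocount of 0.1 TPM and without WT_2), *H2AC7* and *SHISA2* (both without TE_3).

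The log2 fold changes of Table S1 are of WT over KO, and the values here are given in that direction. The paper's shrunken value for *H1-2* is −3.98 against −3.29 here, within 1 standard error with a pseudocount of 0.1 TPM and without TE_3. For *H3C2* the paper's value is −3.42 against −2.44, within it with a pseudocount of 0.1 TPM and without TE_4. For *H2BC5* the paper's value is −2.91 against −2.49, within it with a pseudocount of 0.1 TPM and without WT_4, WT_5, TE_1 or TE_3. For *H1-12* the paper's value is −2.48 against −1.78, within it with a pseudocount of 0.1 TPM. The other alternatives set before the data were examined left these genes outside. The log2 ratio of mean TPM, with no pseudocount and as KO over WT, was 4.16 for *H1-2* and 3.85 for *H3C2*. It was 2.99 for *H2BC5* and 2.68 for *H1-12*. In size these 4 ratios were within 1 standard error of the paper's values. The ratios of *EIF3M* (−0.0021) and *TMEM45A* (0.70) were not. Without TE_4 the log2 fold changes, as WT over KO, were −3.05 for *H1-2*, −3.07 for *H3C2*, −2.25 for *H2BC5*, −1.41 for *H1-12*, 0.17 for *EIF3M* and −0.72 for *TMEM45A*. The paper's value for *EIF3M* is −2.19 against 0.022 here, and for *TMEM45A* 2.02 against −0.11 here, and none of the alternatives set before the data were examined closed either gap. Over all 55 Table S1 genes tested, 34 values were further than 1 standard error from the paper's, 33 of them nearer to 0, and 13 with a pseudocount of 0.1 TPM, 11 of them nearer to 0. The size of a value for a gene listed at 0 in a group is set by the pseudocount, so the comparison was also made, after seeing the values, over the 37 genes above 0 in every library: 16 were further than 1 standard error, 15 of them nearer to 0, with a median size of 1.75 against the paper's 2.07. With a pseudocount of 0.1 TPM 3 of the 37 were, 2 of them nearer to 0, with a median size of 2.25. Over the 29 genes with a mean above 1 TPM in both genotypes the numbers were 8, with a median size of 1.85 against the paper's 2.04, and 3 with a pseudocount of 0.1 TPM, with a median size of 2.18.

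The paper lists *SPAM1* as lower in KO; its mean was 0.0424 TPM in WT and 0.217 TPM in KO, and it was listed at 0 in 3 WT and 2 KO libraries. The paper states that every Hippo family member was reduced in KO blastocysts, though not significantly; 9 of the 11 genes of Fig. 3E were lower on the mean of log2(TPM + 1), and the log2 fold changes of *TEAD1* (0.24) and *PRKCI* (0.38) were positive. The paper states that samples grouped by genotype on the Hippo genes; 3 embryos fell outside the cluster of their genotype here, and between 2 and 4 under the alternatives. In Fig. 3E, read by eye, TE_4 lies among the WT samples, beside WT_4; TE_2, TE_3 and TE_4 were with the WT embryos here. The paper states that hypoblast-related genes were reduced as a whole; 3 of the 6 genes were lower here, and the score of the list differed by −0.387 (exact permutation test, two-sided, p = 0.365). In Fig. 3D, read by eye, the KO sample among the WT samples is TE_4; here it was TE_3. The paper lists *IL6*, *CCNA1* and *CCL26* among the genes past its adjusted p-value; their adjusted p-values here were 0.396, 0.415 and 0.624, and the lowest over the alternatives were 0.195, 0.156 and 0.226.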

Other observations

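The tests on the spread of the S phase score, and the comparison with the libraries that list the fewest genes, were chosen only after the results were seen; *DUSP6*, *PHLDA1* and the genes listed at 0 in KO that Table S1 does not hold were also singled out after their values were seen.

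Other splits of the 9 embryos into 5 and 4 were compared with the real one. Of 100 splits, the real one included, 3 gave as many genes called changed (3 or more). Of the 99 other splits, 84 gave 0 genes and the highest number was 21. This argues against a random division of the embryos as the source of the calls. However, 2 of the other splits gave as many or more, 21 and 6 genes. Both of those splits put WT_3, WT_4 and TE_3 in the group of 4. These are also the embryos with the highest X-linked minus autosomal values given below.

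In 22 genes every KO library was listed at 0 and every WT library above 0, 7 of them in Table S1, and in 3 genes, *KCNA2*, *TBXT* and *TRBV24-1*, the reverse was found. As many are reached by 5 of the possible splits (3.97%), and 17 of the 22 had a mean under 1 TPM in WT. KO libraries listed fewer genes above 0 than WT libraries, a difference of −892.1 genes (exact permutation test, two-sided, p = 0.0635, not past 0.05). The 4 libraries with the fewest genes above 0 include WT_1, and 42 genes were at 0 in those 4 and above 0 in the other 5, the highest number over all splits. Those 4 libraries were picked by their number of genes above 0, which counts the same zeros. The comparison therefore cannot test whether fewer genes detected per library gave the pattern. Such genes may be at 0 for that reason. Depth per library is not analysed here, so this part cannot separate lower depth from lower expression. The genes of the 22 with a WT mean above 1 TPM are *EHF*, *LRRC43*, *TSPAN19*, ENSBTAG00000010072 and ENSBTAG00000051867.

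The sex of the embryos is not stated. The median log2(TPM + 1) of 412 X-linked genes minus that of 12579 autosomal genes (89.0% of genes tested had a chromosome in ARS-UCD2.0) differed by 0.0022 between KO and WT (exact permutation test, two-sided, p = 0.968). By embryo, this measure was 0.079 in WT_3, 0.094 in WT_4 and 0.120 in TE_3. In the other embryos it was between −0.759 (WT_2) and −0.288 (TE_2). It thus separated embryos across the genotypes, and no factor for this was in the model. Without the sex of an embryo to compare with, unequal numbers of males and females cannot be told apart from equal numbers by this measure.

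*DUSP6* (log2 fold change −1.97, standard error 0.31, adjusted p = 0.0702 from limma) and *PHLDA1* (−1.52, adjusted p = 0.415), both in Table S1, respond to MAPK signalling. A candidate explanation is lower MAPK signalling in KO blastocysts. The score of 8 other feedback and target genes of MAPK differed by −0.377 (exact permutation test, two-sided, p = 0.222), with 2 of the 4 KO embryos below every WT embryo and 6 of the 8 genes lower in KO. With this spread the explanation stays open.

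Whether the loss of TEAD4 lowered the activity of YAP and TEAD at their target genes was tested on 15 detected targets of a list of 21. The score differed by −0.157 (exact permutation test, two-sided, p = 0.762), with 8 genes lower and 7 higher in KO and no KO embryo outside the range of the WT embryos. The genes go both ways, so the test does not decide.

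The S phase score varied more between KO than between WT embryos, with an SD of 1.21 (n = 4) against 0.174 (n = 5), a ratio of 6.93. Of all possible splits, 1, the real one, gave a ratio as large (0.794%). With each embryo left out the ratio stayed between 6.33 and 7.87. Scaling by median-of-ratios size factors left a ratio of 5.01, which 3 splits reach, which argues against scaling as the whole cause. Libraries of KO embryos were more variable in general, but the median ratio over all genes was 1.42 against 3.07 for the S phase genes. The highest of 10000 random sets of as many genes was 2.23. The S phase genes vary together (correlation of 0.58 estimated by camera), which randomly drawn genes need not do. The random sets therefore cannot show how unusual 3.07 is. A candidate explanation is that KO embryos differed more in proliferation or in stage than WT embryos at collection. This is a hypothesis found and tested on the same 9 embryos. The share of cells in S phase and a difference in embryo quality or handling were not measured separately here.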
